# ^68^Ga-FAPI PET imaging monitors response to combined TGF-**β**R inhibition and immunotherapy in metastatic colorectal cancer

**DOI:** 10.1172/JCI170490

**Published:** 2024-01-04

**Authors:** Ke Li, Wei Liu, Hang Yu, Jiwei Chen, Wenxuan Tang, Jianpeng Wang, Ming Qi, Yuyun Sun, Xiaoping Xu, Ji Zhang, Xinxiang Li, Weijian Guo, Xiaoling Li, Shaoli Song, Shuang Tang

**Keywords:** Gastroenterology, Oncology, Cancer immunotherapy, Colorectal cancer, Diagnostic imaging

## Abstract

**BACKGROUND:**

Improving and predicting tumor response to immunotherapy remains challenging. Combination therapy with a transforming growth factor-β receptor (TGF-βR) inhibitor that targets cancer-associated fibroblasts (CAFs) is promising for the enhancement of efficacy of immunotherapies. However, the effect of this approach in clinical trials is limited, requiring in vivo methods to better assess tumor responses to combination therapy.

**METHODS:**

We measured CAFs in vivo using the ^68^Ga-labeled fibroblast activation protein inhibitor-04 (^68^Ga-FAPI-04) for PET/CT imaging to guide the combination of TGF-β inhibition and immunotherapy. One hundred thirty-one patients with metastatic colorectal cancer (CRC) underwent ^68^Ga-FAPI and ^18^F-fluorodeoxyglucose (^18^F-FDG) PET/CT imaging. The relationship between uptake of ^68^Ga-FAPI and tumor immunity was analyzed in patients. Mouse cohorts of metastatic CRC were treated with the TGF-βR inhibitor combined with KN046, which blocks programmed death ligand 1 (PD-L1) and CTLA-4, followed by ^68^Ga-FAPI and ^18^F-FDG micro-PET/CT imaging to assess tumor responses.

**RESULTS:**

Patients with metastatic CRC demonstrated high uptake rates of ^68^Ga-FAPI, along with suppressive tumor immunity and poor prognosis. The TGF-βR inhibitor enhanced tumor-infiltrating T cells and significantly sensitized metastatic CRC to KN046. ^68^Ga-FAPI PET/CT imaging accurately monitored the dynamic changes of CAFs and tumor response to combined the TGF-βR inhibitor with immunotherapy.

**CONCLUSION:**

^68^Ga-FAPI PET/CT imaging is powerful in assessing tumor immunity and the response to immunotherapy in metastatic CRC. This study supports future clinical application of ^68^Ga-FAPI PET/CT to guide precise TGF-β inhibition plus immunotherapy in CRC patients, recommending ^68^Ga-FAPI and ^18^F-FDG dual PET/CT for CRC management.

**TRIAL REGISTRATION:**

CFFSTS Trial, ChiCTR2100053984, Chinese Clinical Trial Registry.

**FUNDING:**

National Natural Science Foundation of China (82072695, 32270767, 82272035, 81972260).

## Abstract 2

68Ga-FAPI PET/CT imaging function as a non-invasive biomarker to assess tumor immunity and guide precise TGF-&beta; inhibition to sensitize metastatic colorectal cancer to immunotherapy.

## Introduction

Colorectal cancer (CRC) is the third most common malignancy, and metastasis is the major cause of mortality (1). Liver or peritoneal metastasis is common among patients with CRC, leading to a poor prognosis and short overall survival (2, 3). Therefore, there is an urgent need to develop effective strategies to improve the prognosis of patients with metastatic CRC.

Immune checkpoint blockades (ICBs) bring hope for long-term survival of cancer patients. But only a few subgroups of patients benefit from ICB therapy. Currently, pembrolizumab is recommended as the first-line treatment for patients with metastatic CRC and microsatellite instability–high or deficient mismatch repair (MSI-H/dMMR) tumors (4). However, only 10%–15% of patients with CRC with MSI-H/dMMR show relatively high immunogenicity to benefit from ICBs (5, 6). Moreover, approximately 30%–40% of patients with CRC undergoing curative resection of the primary tumor develop metastases in subsequent years (7), and metastatic CRC responds even worse to ICBs. Thus, improving the therapeutic response and selecting patients who can benefit from immunotherapy are crucial to improve the overall survival of patients with metastatic CRC.

Cancer-associated fibroblasts (CAFs), one of the major components of the tumor microenvironment (TME), remodel the extracellular matrix to regulate various biological behaviors related to tumor immunity and metastasis (8, 9). Notably, transforming growth factor-β (TGF-β) released by cancer cells and CAFs is central to immune suppression within the TME, and contributes to tumor immune evasion and poor responses to cancer immunotherapy (10). TGF-β released in the TME acts as a chemoattractant factor for fibroblasts to induce the formation of CAFs (11). TGF-β–SMAD signaling can function with ERK/MAPK and AKT-mTOR signaling to promote the activation and myofibroblast differentiation of CAFs (10). Moreover, TGF-β drives immune evasion in genetically reconstituted colon cancer metastasis (12). Therefore, inhibition of TGF-β signaling has been evaluated in multiple clinical trials as a major avenue to enhance the efficacy of cancer immunotherapies. Several preclinical studies have explored the combination of TGF-β and PD-1/PD-L1 inhibition as cancer therapy with near-uniform positive results across a wide range of tumor types (12–19). However, progress has been difficult as this approach began to emerge in clinical trials, with most trials failing to recapitulate the success observed in animal models (20). This is likely due to adverse effects and drug toxicities that limited the effective dose and duration of combined TGF-β inhibition and ICBs (21–24). Caution may be required in advancing combination drugs targeting TGF-β and PD-1/PD-L1 without a guiding biomarker (20). Therefore, accurate predictive biomarkers to identify the patients most likely to derive clinical benefit from the combination therapy of TGF-β and ICBs are required. Current methods like molecular pathological staining can be used to detect fibroblast activation protein-α (FAP-α) in tumors collected by biopsy or surgery. But these invasive approaches are limited by the high heterogeneity and dynamic changes of CAFs in different metastatic tumor lesions during cancer progression. Therefore, a noninvasive and whole-body detection method to guide TGF-β inhibition is essential to improve clinical implications of the combined TGF-β and ICB strategy to treat cancer.

Positron emission tomography/computed tomography (PET/CT) is an FDA-approved full-body modality for molecular imaging (25). Using fluorodeoxyglucose (FDG) as the tracer to detect tumor glycolysis, ^18^F-FDG PET/CT imaging is routinely used in clinical practice to detect and diagnose tumors (26). Moreover, development of radioactive molecular probes may enable PET imaging to monitor cancer therapeutic responses to ICBs and to select potential beneficiaries for treatments (25). For instance, ^89^Zr-atezolizumab PET imaging for the detection of tumor PD-L1 expression is a noninvasive approach for assessing clinical responses of cancer to PD-L1 blockade (27). CD8^+^-targeted PET imaging of tumor-infiltrating T cells, such as ^89^Zr-Df-IAB22M2C and ^89^ZED88082A PET imaging, can monitor the complex dynamics of CD8^+^ T cells in the context of ICBs, and may predict early response to immunotherapy (28, 29). Granzyme B PET imaging to detect granzyme B secreted by effector CD8^+^ T cells during immune responses can serve as an in vivo biomarker of early response to immunotherapy (30, 31). These PET imaging probes show significant potential for monitoring tumor responses to ICB treatment alone. Furthermore, FAP-α, a membrane serine protease that is exclusively expressed in type A CAFs (32, 33), is overexpressed in 85%–90% of CRC cases but is undetectable in normal tissues (34, 35). Therefore, FAP-α is considered as a proper diagnostic target for detection of multiple solid tumors, especially for metastatic CRC (34, 35). Gallium-68–labeled fibroblast activation protein inhibitor-04 (^68^Ga-FAPI-04) for PET imaging has shown promising value in cancer detection. Particularly in advanced CRC, ^68^Ga-FAPI has high tumor uptake and can easily delineate tumor boundaries (36), thus serving as a powerful method for the detection of colorectal liver or peritoneal metastases in vivo (37–40). However, the potential of ^68^Ga-FAPI imaging for predicting or monitoring cancer therapeutic responses has not been evaluated. ^68^Ga-FAPI imaging detects CAFs that are regulated by TGF-β signaling and shape the immunosuppressive TME, suggesting that ^68^Ga-FAPI PET is uniquely useful in monitoring the metastatic CRC response to combination therapy of TGF-β inhibitor and ICBs.

In the present study, among patients with metastatic CRC in a clinical trial who underwent ^68^Ga-FAPI and ^18^F-FDG PET/CT imaging to detect tumor lesions (CFFSTS Trial, ChiCTR2100053984, Chinese Clinical Trial Registry), we determined that patients with colorectal peritoneal or liver metastasis displayed high tumor ^68^Ga-FAPI uptake, which was associated with significantly reduced tumor-infiltrated immune cells and a poor response to immunotherapy. Moreover, in preclinical mouse cohorts of peritoneal or liver metastatic CRC, ^68^Ga-FAPI micro-PET/CT imaging–guided precise usage of SB525334, a TGF-β receptor type 1 (TGF-βR) inhibitor, significantly improved tumor responses to KN046, a bispecific antibody that bifunctionally blocks CTLA-4 and PD-L1. Collectively, our results demonstrate the translational potential of ^68^Ga-FAPI PET/CT imaging in predicting or monitoring metastatic CRC response to immunotherapy and suggest that ^68^Ga-FAPI PET/CT may function as a noninvasive in vivo biomarker to guide precise TGF-β inhibition and improve clinical tumor response to immunotherapy. Therefore, this study supports future clinical trials that use ^68^Ga-FAPI PET/CT imaging as a noninvasive method to stratify and monitor patients with CRC for combined TGF-β signal inhibition and ICB therapy.

## Results

### Multi-tracer PET/CT imaging with ^68^Ga-FAPI and ^18^F-FDG identifies distinct heterogeneity of CAFs and glucose metabolism in patients with metastatic CRC.

High intestinal physiological uptake of ^18^F-FDG limits its diagnostic value in CRC management (41). Recently, the development of the PET tracer ^68^Ga-FAPI has shown promising results for the detection of primary and peritoneal metastatic CRC. To further evaluate the value of ^68^Ga-FAPI PET/CT imaging in the management of patients with metastatic CRC, we performed a clinical trial enrolling 131 patients with metastatic CRC to undergo both ^68^Ga-FAPI-04 and ^18^F-FDG PET/CT scans at the Fudan University Shanghai Cancer Center (FUSCC) (Figure 1A). Among the 131 patients with metastatic CRC, 109 patients (83.2%) showed high uptakes of both ^68^Ga-FAPI and ^18^F-FDG probes detected using PET/CT imaging, 16 patients (12.2%) showed high ^68^Ga-FAPI uptake but low ^18^F-FDG uptake, and 6 patients (4.6%) showed low uptake of ^68^Ga-FAPI but high uptake of ^18^F-FDG (the cutoff maximum standardized uptake value [SUVmax] was 2.0) (Figure 1, A and B). These results indicated high heterogeneity in both glucose metabolism and CAFs among patients with metastatic CRC.

Among the 131 patients with metastatic CRC who underwent ^68^Ga-FAPI and ^18^F-FDG PET/CT, there were 21 patients with liver metastases, 98 with peritoneal metastases, and 12 with other metastases. Despite the high heterogeneity of uptake values by ^68^Ga-FAPI and ^18^F-FDG PET/CT scans in all 131 patients, the ratio of the tumor to the background (TBR: SUVmax of lesion/SUVmax of background) of ^68^Ga-FAPI PET/CT in liver or peritoneal metastases was significantly higher than that of ^18^F-FDG PET/CT in both subgroups of patients with metastatic CRC (Figure 1, C and D). These results indicate the high sensitivity of ^68^Ga-FAPI PET/CT imaging for detecting the liver or peritoneal metastases of CRC. A summary of the clinical characteristics of the patients is presented in Supplemental Table 1 (supplemental material available online with this article; https://doi.org/10.1172/JCI170490DS1). Collectively, our observations indicated that ^68^Ga-FAPI PET/CT imaging added value to ^18^F-FDG PET/CT imaging in detecting metastases of patients with CRC and further suggested that CAFs are a potential target for metastatic CRC treatment.

### The SUVmax of ^68^Ga-FAPI PET/CT imaging negatively correlates with antitumor immunity in patients with metastatic CRC.

The important function of CAFs in tumor immune regulation led us to investigate the relationship between the tumor SUVmax of ^68^Ga-FAPI PET/CT imaging and antitumor immunity in patients with metastatic CRC (42). We used multi-immunofluorescence staining to analyze tumor-infiltrating immune cells in 14 patients with liver or peritoneal metastases who underwent surgery after both ^68^Ga-FAPI and ^18^F-FDG PET/CT scans at the FUSCC (Figure 1A). Notably, compared with tumors with high SUVmax by ^68^Ga-FAPI PET imaging, ^68^Ga-FAPI PET/CT–negative tumors showed low FAP-α protein expression and contained a significantly higher number of tumor-infiltrating CD8^+^ T cells and CD4^+^ T cells (Figure 2, A–D). However, no significant difference in tumor-infiltrating immune cells was observed in ^18^F-FDG PET/CT–negative tumors compared with ^18^F-FDG PET/CT–positive tumors (Figure 2, A–D). Moreover, the tumor SUVmax of ^68^Ga-FAPI exhibited a strong negative correlation with both tumoral infiltrated CD8^+^ and CD4^+^ immune cells using linear regression analysis and Pearson coefficients (Figure 2, E and F). Interestingly, Pearson coefficients showed that the degree of correlation between tumor SUVmax of ^68^Ga-FAPI and tumor-infiltrated CD8^+^ or CD4^+^ cells was comparable to the correlation between SUVmax of ^68^Ga-FAPI PET/CT and the expression of FAP-α (Figure 2G). In contrast, tumor uptake on ^18^F-FDG PET/CT exhibited no significant correlation with either tumor-infiltrated CD8^+^ or CD4^+^ immune cells (Figure 2, H and I). Collectively, the tumor SUVmax of ^68^Ga-FAPI PET/CT imaging was negatively associated with tumor infiltration of immune cells in patients with metastatic CRC. Therefore, ^68^Ga-FAPI PET/CT imaging may be helpful in screening potential beneficiaries of immunotherapy in patients with metastatic CRC.

### ^68^Ga-FAPI PET/CT as an imaging biomarker to assess therapeutic response to immunotherapy in patients with metastatic CRC.

To evaluate the potential of ^68^Ga-FAPI PET/CT imaging in predicting tumor responses to immunotherapy in patients with metastatic CRC, we enrolled and analyzed the prognosis of 13 patients with metastatic CRC who received immunotherapy (PD-1 or PD-L1 blockade) after ^68^Ga-FAPI PET/CT imaging in our clinical trial at the FUSCC (Figure 3). A summary of the clinical characteristics of the patients who received immunotherapy is presented in Table 1. Notably, 10 of 11 patients with a high SUVmax on ^68^Ga-FAPI PET/CT (patients 3–13 FDG^+/–^FAPI^+^) showed poor prognosis (progressive disease) after ICB therapy, and one died shortly thereafter. Interestingly, 2 patients with low SUVmax of ^68^Ga-FAPI PET/CT scan (patients 1 and 2 FDG^+^FAPI^–^) showed improved outcomes (stable disease) after immunotherapy. The χ^2^ test further showed that patients with metastatic CRC with a low SUVmax on ^68^Ga-FAPI PET/CT had significantly better clinical outcomes after immunotherapy (Table 2). However, the SUVmax of ^18^FDG-FAPI PET/CT was insignificant in predicting patient outcomes after immunotherapy (Table 3). These observations support our hypothesis that ^68^Ga-FAPI PET/CT imaging may help select potential patients with metastatic CRC for immunotherapy, indicating the necessity of a larger clinical trial using ^68^Ga-FAPI PET/CT imaging as a noninvasive in vivo method to select patients with metastatic CRC most likely to benefit from ICBs.

### ^68^Ga-FAPI PET/CT accurately monitors the dynamic changes of CAFs by TGF-β inhibition to assess tumor immunity and predict tumor response to ICBs in peritoneal metastatic CRC.

Peritoneal metastasis is common in CRC patients, with poor prognosis and limited treatment options (43). The high uptakes of ^68^Ga-FAPI in PET/CT imaging in peritoneal metastasis of patients with CRC suggested that inhibition of CAFs by TGF-β signal inhibition may sensitize peritoneal metastatic CRC to ICBs. We assessed this hypothesis in 2 mouse models of MC38 or CT26 peritoneal metastatic CRC. Twenty-four mice with MC38 peritoneal metastatic CRC were randomly divided into 4 groups, then received vehicle control, SB525334 (a TGF-βR inhibitor) alone, KN046 (a bispecific antibody that blocks both PD-L1 and CTLA-4) alone, or combined SB525334 and KN046 treatment (Figure 4A). Magnetic resonance imaging (MRI) was performed 21 days after treatment to detect tumor. Notably, a reduction in tumor burden was observed after treatment with KN046 or KN046 combined with SB525334, whereas SB525334 alone was not effective in suppressing tumor growth compared with the control (Figure 4B). SB525334 in combination with KN046 showed the best efficacy in treating peritoneal metastatic CRC, achieving robust tumor remission in each mouse, as detected using micro-MRI (Figure 4B). Consistently, combined treatment with KN046 and SB525334 significantly decreased tumor weight, abdominal circumference, and the number of colorectal peritoneal metastases, together with significantly improved bloody ascites through peritoneal metastasis (Figure 4C and Supplemental Figure 1, A–C). The body weights of the MC38 tumor–bearing mice measured after the indicated treatments showed no significant changes among the 4 groups (Supplemental Figure 1D). These results indicate that the combined treatment with SB525334 and KN046 was effective in treating colorectal peritoneal metastasis in mice. In support of this, flow cytometric analyses and immunohistochemistry (IHC) revealed a significant increase in intratumoral CD8^+^ cytotoxic T cells (Supplemental Figure 1E for the flow cytometry gating strategy; Figure 4D; and Supplemental Figure 1F) and CD4^+^ T cells (Supplemental Figure 1, G and H) in tumors treated with combined SB525334 and KN046 therapy. Furthermore, intratumoral IFN-γ^+^CD8^+^ and granzyme B–positive CD8^+^ (GZMB^+^CD8^+^) T cells, as well as IFN-γ^+^CD4^+^ T cells, were also significantly increased by combined SB525334 with KN046 treatment (Figure 4, E and F, and Supplemental Figure 1I), suggesting that activated CD8^+^ and CD4^+^ T cells were increased in peritoneal metastasis by SB525334 combined with KN046. In addition, we obtained consistent results in a CT26 peritoneal metastatic CRC mouse model, in which combined treatment with SB525334 and KN046 significantly decreased peritoneal metastases and almost eliminated tumors in some mice (Supplemental Figure 2, A–E). This therapeutic effect was accompanied by a significant increase in intratumoral CD8^+^ and CD4^+^ T cells and a decrease in FAP-α in mice treated with the combination of SB525334 and KN046 (Supplemental Figure 2, F–I). Taken together, these results show that the TGF-βR inhibitor SB525334 effectively enhanced antitumor immunity and increased tumor response to KN046 in peritoneal metastatic CRC mice.

To evaluate whether ^68^Ga-FAPI PET/CT could accurately monitor the changes of CAFs by TGF-βR inhibitor, which enhanced antitumor immunity and sensitized peritoneal metastatic CRC to KN046 immune therapy, we performed ^68^Ga-FAPI micro-PET/CT after SB525334 and/or KN046 intervention to MC38 peritoneal metastatic CRC mice. Compared with the high SUVmax of ^68^Ga-FAPI PET in colorectal peritoneal metastases treated with PBS control, the tumor uptake of ^68^Ga-FAPI in mice treated with SB525334 was significantly decreased, especially in colorectal peritoneal metastases treated with SB525334 and KN046 (Figure 4, G and H). Consistent with this observation, SB525334 treatment significantly decreased FAP-α expression in the peritoneal metastasis models (Figure 4, G and H). These results suggest that ^68^Ga-FAPI PET/CT can accurately monitor the dynamic changes of CAFs by the TGF-βR inhibitor to assess tumor immunity and predict tumor response to ICBs in peritoneal metastatic CRC mice.

To further compare the accuracy of ^68^Ga-FAPI PET/CT imaging versus ^18^F-FDG PET/CT imaging (a widely used imaging modality for clinical cancer management) in monitoring the responses of colorectal peritoneal metastasis to immunotherapy, we also performed ^18^F-FDG micro-PET/CT imaging in the MC38 peritoneal metastasis mouse cohort 1 day after ^68^Ga-FAPI micro-PET/CT imaging and compared the results of these two PET probes (Figure 4A). Notably, ^18^F-FDG PET/CT imaging showed no significant differences in SUVmax among the 4 groups of tumors treated with SB525334 and/or KN046 compared with the PBS control (Figure 4, I and J). Combination therapy with SB525334 and KN046, which significantly decreased colorectal peritoneal metastasis in the mouse cohort (Figure 4, B and C), only slightly decreased the SUVmax of tumors on ^18^F-FDG PET/CT imaging (Figure 4, I and J). These results indicated that compared with ^18^F-FDG PET/CT, ^68^Ga-FAPI PET/CT detecting CAFs was more sensitive in monitoring tumor response to combined TGF-β inhibitor and ICBs in colorectal peritoneal metastasis. Interestingly, SB525334 alone significantly decreased CAFs but showed no significant impact on the growth of colorectal peritoneal metastasis (Figure 4, K and L). Notably, although ^68^Ga-FAPI PET/CT imaging accurately reflected the decrease of CAFs by TGF-βR inhibitor treatment and monitored the CAF inhibition–mediated synergistic effect on immunotherapy, ^18^F-FDG PET/CT was more sensitive in detecting the colorectal peritoneal metastasis upon TGF-βR inhibitor treatment (compare the imaging results in Figure 4I with those in Figure 4G).

Therefore, our results suggest that double-tracer PET/CT imaging integrating ^68^Ga-FAPI and ^18^F-FDG probes is necessary and feasible for the detection of tumor lesions and assessment of tumor response to immunotherapy in colorectal peritoneal metastasis.

### ^68^Ga-FAPI PET/CT guides scheduling of TGF-β inhibitor to optimize combination strategy with ICBs in peritoneal metastatic CRC.

Adverse effects and toxicities are the key factors limiting the clinical efficacy of combination therapy of TGF-β inhibitor and ICBs in clinical trials. To solve this clinical challenge, we investigated in a mouse cohort whether ^68^Ga-FAPI PET/CT imaging could help in deciding the schedule or combination strategy of TGF-β inhibitor and ICBs, in order to control drug side effects by reducing doses. First, we tested whether ^68^Ga-FAPI PET/CT imaging could detect the changes of CAFs upon short-term (7 days) TGF-β inhibitor treatment (Figure 5A). Mice with MC38 peritoneal metastatic CRC were randomly divided into 3 groups: vehicle control, SB525334 alone, and KN046 alone. ^68^Ga-FAPI micro-PET/CT was performed in mice with peritoneal metastatic CRC before treatment (day 0) and after 7-day treatment with TGF-βR inhibitor alone or KN046 alone (day 7) (Figure 5A). No significant differences in tumor ^68^Ga-FAPI uptake were observed among the 3 groups before TGF-βR inhibitor treatment (Figure 5B, top, and Figure 5C). Interestingly, ^68^Ga-FAPI PET/CT imaging showed notably decreased tumor uptake of ^68^Ga-FAPI upon short-term treatment with SB525334 alone in mice with MC38 peritoneal metastatic CRC, whereas short-term treatment with KN046 alone showed an insignificant effect (Figure 5B, bottom, and Figure 5C). These results indicated that ^68^Ga-FAPI PET/CT could detect the reduction of CAFs by short-term TGF-β inhibition in vivo.

Next, we compared therapeutic efficacy of different ^68^Ga-FAPI PET/CT imaging–guided combination strategies of TGF-βR inhibitor and KN046. Considering that ^68^Ga-FAPI PET/CT imaging detected significantly reduced ^68^Ga-FAPI tumor uptakes upon as short as 7-day TGF-βR inhibitor treatment in mice with peritoneal metastatic CRC, after that, we randomly divided those 7-day TGF-βR inhibitor–treated mice into 3 subgroups to receive different strategies of KN046 combination. From 8 days, mice of the combined therapy group received continuous TGF-βR inhibitor and started a combination of KN046 treatment to endpoint, mice of the sequential therapy group stopped TGF-βR inhibitor and switched to KN046 treatment alone to endpoint, and mice of the TGF-βR inhibitor–alone group received continuous TGF-βR inhibitor treatment without KN046 (Figure 5D). Interestingly, sequential therapy achieved a robust effect comparable to that of combined therapy for inhibiting the peritoneal tumor burden in mice. As compared with vehicle control, TGF-βR inhibitor–alone, or KN046-alone groups, mice of sequential therapy and combined therapy groups showed similarly and significantly decreased tumor weight of peritoneal metastases and abdomen circumference that reflects malignant ascites (Figure 5, E and F, and Supplemental Figure 1J). Additionally, none of the treatments had a significant effect on the body weight of the experimental mice (Supplemental Figure 1K). These findings suggested that short-term TGF-βR inhibitor treatment before immunotherapy is sufficient to improve metastatic CRC responses to ICBs, and ^68^Ga-FAPI PET/CT imaging can help optimize the sequential therapeutic strategy. Collectively, ^68^Ga-FAPI PET/CT imaging and changes of tumor ^68^Ga-FAPI PET signal help in deciding schedule of TGF-βR inhibitor in combination with ICBs.

### ^68^Ga-FAPI PET/CT imaging monitors the dynamic changes of CAFs by TGF-β inhibition to assess tumor response to ICBs in liver metastatic CRC.

Liver metastasis is the most common fatal disease of patients with CRC (44). Even though immunotherapy has proven successful in treating a subset of patients with CRC with MSI-H/dMMR, liver metastases diminish immunotherapy efficacy systemically in patients and preclinical models, as liver metastases result in an “immune desert” microenvironment either through macrophage-mediated T cell elimination (45) or through the “siphoning” of tumor antigen–specific CD8^+^ T cells into the liver (46). Our observations that the TGF-βR inhibitor SB525334 sensitized peritoneal metastatic CRC to the immune checkpoint inhibitor KN046 prompted us to further investigate whether TGF-βR inhibitor could also improve the response of colorectal liver metastasis to KN046.

Twenty-four mice with MC38 liver metastases were randomly divided into 4 groups and treated with KN046, SB525334, combined SB525334 and KN046, or control (Figure 6A). Micro-MRI was performed 15 days after treatment to detect the tumor burden of liver metastases. Compared with the PBS control, mice carrying MC38 liver metastasis partially responded to KN046 treatment alone, with a reduced tumor burden in some mice (Figure 6, B–D). SB525334 treatment alone was ineffective in treating mice with MC38 liver metastases (Figure 6, B–D). However, the combined treatment with SB525334 and KN046 significantly decreased the tumor number and burden of colorectal liver metastasis (Figure 6, B and C), along with notably decreased liver weight and abdominal circumference after 18 days (Figure 6D and Supplemental Figure 3A). None of the treatments had a significant effect on the body weight of the experimental mice (Supplemental Figure 3B). All these results demonstrated that the TGF-βR inhibitor SB525334 sensitized colorectal liver metastasis to KN046 in mice.

In line with the above observations, the combined SB525334 with KN046 therapy significantly increased intratumoral CD8^+^, IFN-γ^+^CD8^+^, and GZMB^+^CD8^+^ T cells and CD4^+^ and IFN-γ^+^CD4^+^ T cells in colorectal liver metastasis (Figure 6, E–G, and Supplemental Figure 3, C–F). These results suggest that the combined treatment with SB525334 and KN046 increased the activation of CD8^+^ and CD4^+^ T cells. Interestingly, KN046 alone also increased the intratumoral CD8^+^, CD4^+^, and IFN-γ^+^CD4^+^ T cells in colorectal liver metastasis, but it had no significant effect on IFN-γ^+^CD8^+^ and GZMB^+^CD8^+^ T cells (Figure 6, E–G, and Supplemental Figure 3, C–F), suggesting that although KN046 treatment increases the recruitment of CD4^+^ and CD8^+^ T cells into colorectal liver metastasis, it will not lead to activation of CD8^+^ T cells. In contrast, SB525334 alone did not increase intratumoral CD4^+^ and CD8^+^ T cells in liver metastases (Figure 6, E–G, and Supplemental Figure 3, C–F). Collectively, these results showed that the TGF-βR inhibitor SB525334 combined with KN046 induced more tumor-infiltrating activated T cells, which may contribute to the improved tumor response to KN046 in colorectal liver metastasis.

We next investigated whether ^68^Ga-FAPI PET/CT imaging could accurately reflect TGF-βR inhibitor–altered CAFs to assess SB525334-sensitized colorectal liver metastasis response to KN046. Consistent with the results in the colorectal peritoneal metastasis model, compared with the group treated with vehicle control or KN046 alone, the tumor uptake of ^68^Ga-FAPI in mice bearing liver metastasis was significantly lower in the group receiving SB525334 treatment, and the lowest tumor uptake was observed in the group treated with the combination of SB525334 and KN046 (Figure 6, H and I). In line with the results in the colorectal peritoneal metastasis model, ^18^F-FDG PET/CT imaging showed no significant differences in glucose uptake among the 4 groups (Figure 6, J and K), despite the accurate detection of tumor lesions in these mice (Figure 6, J and K). IHC staining of FAP-α demonstrated that the SB525334 treatment significantly decreased FAP-α expression in colorectal liver metastasis (Figure 6, L and M). Collectively, our observations indicated that for both peritoneal and liver metastasis of CRC, ^68^Ga-FAPI PET imaging is valuable in monitoring responses to therapy with combined TGF-β inhibitor and ICBs, and ^68^Ga-FAPI and ^18^F-FDG double-tracer PET/CT imaging is superior to single-probe PET imaging in immune-therapeutic management of colorectal liver metastasis.

### ^68^Ga-FAPI PET/CT imaging reflects abundance of both myofibroblastic CAFs and inflammatory CAFs in metastatic CRC.

Single-cell RNA sequencing (RNA-Seq) identified high heterogeneity among CAFs. To investigate whether ^68^Ga-FAPI PET/CT imaging can reflect tumor CAF subtypes in vivo, we stained metastatic CRC tumors that were detected by ^68^Ga-FAPI PET/CT or ^18^F-FDG PET/CT scan with α-smooth muscle actin (α-SMA), a marker for myofibroblastic CAFs (myCAFs) (47), and PDGFRA, a marker for the inflammatory subtype of CAFs (iCAFs) (48).

We stained samples from patients with CRC who underwent ^68^Ga-FAPI PET/CT and ^18^F-FDG PET/CT with α-SMA for myCAFs and PDGFRA for iCAFs. Notably, ^68^Ga-FAPI PET/CT–positive tumors showed significantly higher expression of both α-SMA and PDGFRA than ^68^Ga-FAPI PET/CT–negative tumors (Figure 7, A–C), suggesting high abundance of both myCAFs and iCAFs in metastatic CRC tumors that uptake high ^68^Ga-FAPI. In contrast, PDGFRA and α-SMA expression did not differ between ^18^F-FDG PET/CT–positive and ^18^F-FDG PET/CT–negative patients (Figure 7, A–C). Moreover, SUVmax of ^68^Ga-FAPI PET/CT exhibited strong positive correlations with both α-SMA expression and PDGFRA expression in patients with colorectal peritoneal and liver metastases (Figure 7, D and E). These results suggest that ^68^Ga-FAPI PET/CT reflects the abundance of both myCAFs and iCAFs, but is unable to distinguish between CAF subtypes, in patients with metastatic CRC. Furthermore, the TGF-βR inhibitor SB525334 alone or in combination with KN046, which decreased TGF-β signaling as measured by phosphorylated SMAD2/3 (p-SMAD2/3) levels, effectively reduced expression of multiple markers for myCAFs (α-SMA, periostin, transgelin) and iCAFs (PDGFRA, CXCL12, IL-6) in both peritoneal and liver metastasis of CRC mice (Figure 7, F–K, and Supplemental Figure 4, A–E) (49). Finally, RNA-Seq on tumor tissues isolated from mice with MC38 liver metastasis revealed significantly downregulated TGF-β signaling in the SB525334 or the combined SB525334 and KN046 group compared with the control group (Figure 8A and Supplemental Figure 4F). 

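Tumor RNA was sequenced from 16 mice with MC38 liver metastasis, 4 in each of 4 groups: control, SB525334 (20 mg/kg), KN046 (10 mg/kg), and SB525334 with KN046, called the combination here. MC38 is a mouse colon carcinoma cell line, and the study injected it into the spleen to seed the liver. SB525334 inhibits the type I TGF-β receptor, and KN046 is an antibody that binds PD-L1 and CTLA-4. The authors trimmed the reads with Cutadapt, aligned them to the mouse genome GRCm39 with HISAT2 and counted them on genes with HTSeq. They deposited raw counts for 21959 genes in each mouse, and the same counts divided by a DESeq2 size factor and rounded. Of the listed genes, 21579 are protein coding in GENCODE M39. The total count per mouse was 20042850 to 21802474 in the control group (median 20481858), 21584449 to 23877131 with SB525334 (median 22902590), 19241084 to 19893033 with KN046 (median 19441078) and 18368994 to 20921926 with the combination (median 19063005). The raw counts were scaled by edgeR's TMM method, and the CPM values below, which are counts scaled to a common library size, are on that scale. The 13968 genes that passed edgeR's filter on low counts were tested in 1 quasi-likelihood fit over all 16 mice, with Benjamini-Hochberg adjustment. The biological coefficient of variation was 20.1%. The paper names the TGF-β signaling and granzyme-mediated programmed cell death pathways for Figure 8, A and B, but its text gives neither their source nor their member genes, so lists of 95 TGF-β pathway genes, 25 TGF-β response genes and 11 granzyme pathway genes were written before the data were examined. Each list was tested with fgsea on genes ranked by the signed root of edgeR's F statistic, which gives a normalized enrichment score (NES), and p-values were adjusted over the 9 tests of 3 lists in 3 comparisons with control. Within the control group, mice 1 and 2 and mice 3 and 4 were closer to each other than any other pair of mice in a group. The median chi-square between their counts per gene was 1.25 and 0.956, against 2.82 or more for the other 22 within-group pairs. The pairs still differed by more than the sampling noise, with 24.8% and 18.1% of genes past the 95% point of chi-square. This does not show that the paired libraries are independent, since samples of a shared tumor would differ too. The control group was analysed as the 4 samples that its labels give, and control SDs below describe 2 pairs of very similar samples. The permutation tests against control also count these 4 samples as independent.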

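Of the 84 TGF-β pathway genes tested, 12 were lower and 0 were higher with SB525334 than in the control group at an adjusted p under 0.05 (edgeR), and 15 were lower and 0 higher with the combination. The other genes of the list lay on both sides of 0, and the median log2 fold change was 0.02 with SB525334 and 0.01 with the combination. In the ranked test the list had an NES of -1.12 with SB525334 (adjusted p = 0.659 from fgsea), 0.943 with KN046 (adjusted p = 0.686) and -1.29 with the combination (adjusted p = 0.287). None of the 3 values was past the threshold of 0.05. The fry rotation test of limma, which asks whether a list changes at all and not whether it changes more than other genes, had an adjusted p of 0.00295 with SB525334 and 2.5e-04 with the combination, both downward, and 0.582 with KN046. Over all the alternatives run, the adjusted p of the list ranged from 0.00295 to 0.960 with SB525334 and from 2.5e-04 to 0.840 with the combination. The genes at the lower end of the ranking began with Hjv, Inhbe and Inhbc with SB525334, and with Hjv, Bmp5 and Inhbe with the combination. Without Hjv, Inhbc, Inhbe and Fst, which were taken as liver-restricted after the data had been seen, the adjusted p of the rotation test was 0.122 with SB525334 and 0.0605 with the combination, past the threshold in neither, and the NES was -0.894 and -1.04. The TGF-β response list, of which 23 genes were tested, had an NES of -0.788 with SB525334 (adjusted p = 0.756 from fgsea) and -1.07 with the combination (adjusted p = 0.661). In edgeR 1 of its genes was called higher and 1 lower with SB525334, and 0 higher and 4 lower with the combination. Before adjustment the fry test gave this list 0.296 with SB525334 and 0.0541 with the combination, both downward. Tgfbr1 (ENSMUSG00000007613, chromosome 4 of GRCm39, 47353134 to 47414931), which encodes the receptor that SB525334 inhibits, had 76.8 ± 11.0 CPM in the control group and 80.1 ± 8.84 with SB525334 (SD, n = 4 mice each), a log2 fold change of 0.05 (standard error 0.15, adjusted p = 0.902 from edgeR).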

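The granzyme pathway list held 11 genes. Gzmn had no counts in any mouse, and 10 genes were tested. With the combination the list had an NES of 2.10 (adjusted p = 0.00147 from fgsea), against -1.06 with SB525334 (adjusted p = 0.661) and -1.54 with KN046 (adjusted p = 0.198). For the combination, the fry rotation test gave an adjusted p of 0.0602, and camera gave 0.0648 with a preset correlation between genes and 0.840 with a correlation estimated from the data, so the call held under none of these tests. Over all the alternatives run, its adjusted p ranged from 1.0e-04 to 0.840. With a filter of at least 1 CPM on average, the NES was 1.73 (adjusted p = 0.0584). A hepatocyte score as a covariate reversed the NES to -1.72 (adjusted p = 0.0205), and that score was almost fixed by the groups (r2 = 0.977). Gzmc, Gzmd, Gzme, Gzmf and Gzmg lie beside each other on chromosome 14 of GRCm39 and are close paralogs, so the counting by the authors could have split or lost reads between them, and the value of each is uncertain. Gzmc (ENSMUSG00000079186, 56468857 to 56479211) had 1.33 ± 0.449 CPM in the control group and 5.11 ± 0.945 CPM with the combination (SD, n = 4 mice each), a log2 fold change of 1.94 (standard error 0.42, adjusted p = 0.00352 from edgeR). Gzmd (ENSMUSG00000059256, 56367013 to 56370065) rose from 0.448 ± 0.430 to 4.74 ± 1.93 CPM (SD, n = 4), a log2 fold change of 3.35 (adjusted p = 0.00554 from edgeR). Gzmg (ENSMUSG00000040284, 56394039 to 56397036) rose by 3.81 on the log2 scale (adjusted p = 0.00742), Gzme (ENSMUSG00000022156, 56355083 to 56358082) by 2.68 (adjusted p = 0.0154) and Gzmf (ENSMUSG00000015441, 56442720 to 56448874) by 2.67 (adjusted p = 0.0279). For each of these 5 genes all 4 combination mice were above all 4 control mice (exact two-sided permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). With mice left out in turn, Gzmc, Gzmd and Gzmg were past the threshold in all 8 fits, Gzme in 4 and Gzmf in 3, with the highest adjusted p at 0.0588 for Gzme without combination mouse 3 and at 0.0772 for Gzmf without control mouse 3. With control mice 1 and 2 and mice 3 and 4 each merged to 1 sample, a setting chosen after the data had been seen, Gzmc and Gzmd kept their calls and the adjusted p was 0.0754 for Gzmg, 0.0837 for Gzme and 0.154 for Gzmf. Over the alternatives run, it ranged from 4.7e-05 to 0.990 for Gzmg, from 0.00646 to 0.995 for Gzme and from 0.00517 to 0.948 for Gzmf, with the highest values under the hepatocyte covariate. Gzmb (ENSMUSG00000015437, 56496295 to 56499717), on the same chromosome, was the most abundant, with 10.3 ± 0.678 CPM in the control group and 16.3 ± 9.31 CPM with the combination (SD, n = 4), and this difference was within the spread of the mice (log2 fold change 0.66, standard error 0.44, adjusted p = 0.407 from edgeR). Gzma, Gzmk and Gzmm had log2 fold changes of -0.64, -0.22 and -0.06 and Prf1, which encodes perforin, of 0.50, and none of the 4 was past the threshold.

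**Figure D1:**
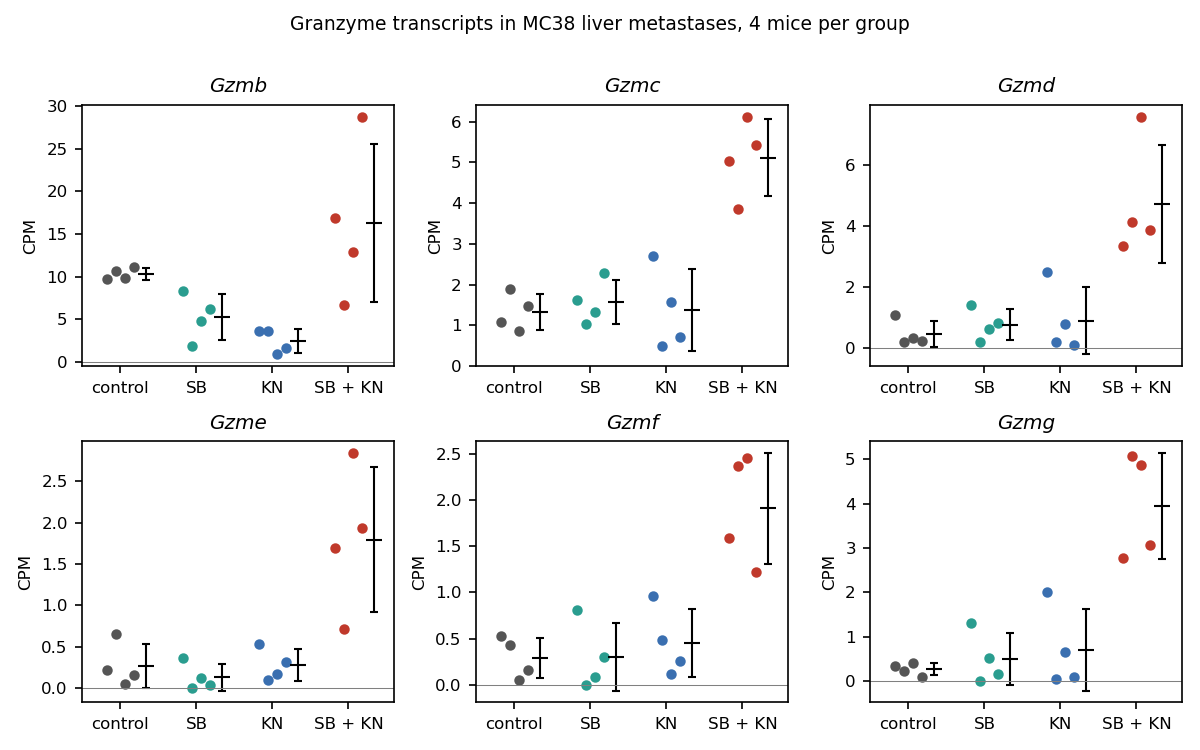
CPM of 6 granzyme genes in each mouse (points), with the mean and SD of each group (bars), for control, SB525334 (SB), KN046 (KN) and the combination (SB + KN), 4 mice each. Gzmc to Gzmg are higher in the 4 combination mice than in the 4 control mice, while the combination mice of Gzmb spread across the control level.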

Impressively, the combined SB525334 and KN046 group presented significantly upregulated granzymes, which are central factors in antitumor immunity (Figure 8B). 

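At an adjusted p under 0.05 from edgeR, 192 genes were higher and 1360 lower with the combination than in the control group, 55 were higher and 1288 lower with SB525334, and 224 were higher and 335 lower with KN046. By the study's thresholds, an unadjusted p under 0.05 and a fold change over 2, there were 76 higher and 1352 lower genes with the combination. With the control pairs merged, 1192 genes were called with the combination and 0 with KN046. Figure 8C names 28 genes, which the study chose on these same libraries, so tests on them are not independent evidence. All but Il9r were tested. In the combination group 13 of the 27 were past the threshold over all genes tested, 5 higher and 8 lower, and 16 when adjusted over the list alone. The 6 iCAF genes had a median log2 fold change of -2.94 (fry adjusted p = 3.8e-08 over 15 tests of 5 lists in 3 comparisons), and all 6 were called. The median level of 15 hepatocyte genes in the combination samples was 0.116% of control. For the iCAF genes, a smaller share of liver therefore cannot be told apart from an effect on the CAFs. C3 (ENSMUSG00000024164, chromosome 17 of GRCm39, 57510964 to 57535155) fell from 2011 ± 83.3 to 131.8 ± 39.4 CPM (SD, n = 4 mice each), a log2 fold change of -3.93 (standard error 0.31, adjusted p = 2.5e-08 from edgeR). Cxcl12 (ENSMUSG00000061353, chromosome 6, 117144945 to 117158328) fell from 49.0 ± 6.48 to 7.32 ± 1.67 CPM, a log2 fold change of -2.74 (standard error 0.21, adjusted p = 1.9e-08). Efemp1, C4b, Col14a1 and Plpp3 had log2 fold changes of -4.26, -3.14, -1.90 and -1.10. The 4 myCAF genes had a median log2 fold change of -1.47 (fry adjusted p = 1.5e-04). A wider iCAF list of 12 tested genes, 4 of them also in Figure 8C, had a median of 0.007. Of it 6 genes were higher and 6 lower, with 4 called lower and 0 called higher. The 4 called were those also in Figure 8C: C3, Col14a1, Cxcl12 and Efemp1. A wider myCAF list of 11 tested genes, Acta2 and Cthrc1 of Figure 8C among them, had a median of -0.34, with 3 genes higher and 8 lower. The medians of the Figure 8C lists therefore describe the genes the study chose. Cthrc1 (ENSMUSG00000054196, chromosome 15, 38940246 to 38950518) fell from 3.76 ± 0.655 to 0.273 ± 0.241 CPM, a log2 fold change of -3.76 (standard error 0.62, adjusted p = 2.2e-04), and Cxcl14 had a log2 fold change of -2.06 (adjusted p = 3.6e-05). Acta2 (ENSMUSG00000035783, chromosome 19, 34217737 to 34232990), which encodes α-SMA, had 53.3 ± 13.0 CPM in the control group and 29.0 ± 9.43 with the combination, a log2 fold change of -0.88 (standard error 0.29, adjusted p = 0.0660 from edgeR over all genes, 0.0142 adjusted over the list alone). Acta2 was past the threshold over all genes in DESeq2 (adjusted p = 0.0225) and with the 8 mice compared fitted alone (adjusted p = 0.0430), and over 10 alternatives its adjusted p ranged from 0.0225 to 0.983. Sparcl1 had a log2 fold change of -0.53 (adjusted p = 0.279), and of 10 alternatives only the fit of the 8 mice alone called it (adjusted p = 0.00271, with 0.552 as the highest). The 6 granzyme genes had a median log2 fold change of 2.67 (fry adjusted p = 0.00447). Before adjustment, camera gave p = 7.0e-04 for them with a preset and 0.0958 with an estimated correlation. The 4 interleukin signaling genes tested had a median log2 fold change of 0.47 (fry adjusted p = 1.7e-04), all upward. Before adjustment, camera gave p = 0.0685 with a preset and 0.0893 with an estimated correlation, neither under 0.05. Over all genes tested 0 of the 4 were past the threshold, and 2, Pik3r2 and H3c10, were when adjusted over the list alone. H3c10 had 0.262 ± 0.174 CPM in the control group and 0.650 ± 0.160 with the combination (SD, n = 4). The 7 T cell activation genes had a median log2 fold change of 0.26 (fry adjusted p = 0.0747), and 0 of them were called over all genes or adjusted over the list alone, with 2 at an unadjusted p under 0.05. With KN046 alone the same list was lower than in the control group (median log2 fold change -0.53, fry adjusted p = 0.00291), with 6 of the 7 genes below 0, 2 called over all genes and 4 adjusted over the list alone. With the combination, Cd8a had 10.4 ± 0.556 CPM in the control group and 10.8 ± 4.41 with the combination (SD, n = 4), a log2 fold change of 0.05 (adjusted p = 0.941 from edgeR), and its sign changed to -0.15 when the mouse that mattered most was left out.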

A heatmap of significantly altered genes further showed that combined TGF-βR inhibitor and KN046 treatment decreased multiple gene markers for both iCAFs and myCAFs, accompanied by increased T cell activation, interleukin signaling, and granzymes for killer-cell cytotoxicity (Figure 8C). These results suggested that TGF-βR inhibitor suppressed both myCAFs and iCAFs in metastatic CRC tumors to increase antitumor immunity and tumor responses to KN046 (Figure 8D), which can be accurately detected by ^68^Ga-FAPI micro-PET/CT. Collectively, ^68^Ga-FAPI PET/CT is superior to ^18^F-FDG PET/CT in reflecting tumor CAF abundance, which correlates with the tumor response to immunotherapy in metastatic CRC.

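With SB525334 alone, the Figure 8C iCAF genes had a median log2 fold change of -2.03 from the control group (fry adjusted p = 1.6e-06), and 5 of the 6 were past the threshold over all genes tested. The wider iCAF list had a median of -0.48, with 3 genes higher and 9 lower, and the wider myCAF list one of -0.40. C3 had 244.3 ± 46.1 CPM (SD, n = 4 mice), a log2 fold change of -3.05 (standard error 0.30, adjusted p = 1.4e-06 from edgeR), C4b a log2 fold change of -2.97, Efemp1 of -2.22, Cxcl12 of -1.83 and Plpp3 of -0.91. Col14a1 had 29.8 ± 4.42 CPM against 47.6 ± 4.14 in the control group (SD, n = 4), a log2 fold change of -0.68 (adjusted p = 0.0635), and was past the threshold in DESeq2 (adjusted p = 0.0311) and with the 8 mice fitted alone (adjusted p = 0.00258), the lowest of 10 alternatives, with 0.719 as the highest. The myCAF genes had a median log2 fold change of -0.76 (fry adjusted p = 0.0115). With the control pairs merged the fry adjusted p was 0.0549, the highest of the alternatives tested with fry, of which 0.00265 was the lowest. Camera gave p = 0.0882 with a preset and 0.192 with an estimated correlation, before adjustment, neither under 0.05. Over all genes tested only Sparcl1 was called, with 33.8 ± 2.12 CPM in the control group and 17.7 ± 6.69 with SB525334 (SD, n = 4), a log2 fold change of -0.94 (adjusted p = 0.0402 from edgeR). It was past the threshold in 1 of the 8 fits that each left out a mouse, with an adjusted p of 0.145 without SB525334 mouse 2, and it was past the threshold under 7 of 10 alternatives, with adjusted p from 0.0128 to 0.174 with the control pairs merged. Acta2 had 36.8 ± 4.56 CPM with SB525334, a log2 fold change of -0.54 (adjusted p = 0.347). With KN046 alone 0 of the 6 iCAF genes (0 at an unadjusted p under 0.05) and 0 of the 4 myCAF genes (1, Cthrc1, which also passed the study's thresholds) were called. The median log2 fold change was -0.23 for the iCAF genes (fry adjusted p = 0.377) and -0.42 for the myCAF genes, which as a list were past the threshold (fry adjusted p = 0.0482). The myCAF list with KN046 was past it in 2 of the 8 fits that left out a mouse, and over the alternatives its fry adjusted p ranged from 0.00876 with the replicate block to 0.155 without KN046 mouse 1. In a test of whether the SB525334 effect differed with and without KN046, Col14a1 was the only CAF gene of Figure 8C past the threshold, with an interaction of -1.59 on the log2 scale (standard error 0.31, adjusted p = 0.00634 from edgeR). Pdgfra (ENSMUSG00000029231, chromosome 5 of GRCm39, 75311994 to 75358876), the iCAF marker stained in Figure 7, had 91.5 ± 7.83 CPM in the control group, 118.7 ± 19.2 with SB525334 and 105.0 ± 16.3 with the combination (SD, n = 4 each), and neither difference was past the threshold (adjusted p = 0.141 and 0.463 from edgeR). A list of 14 fibroblast genes had a median log2 fold change of 0.23 with SB525334 and 0.21 with the combination. The amount of hepatocyte RNA in the samples also differed between groups. The median level of 15 hepatocyte genes, relative to the control group, was 9.33% with SB525334, 84.0% with KN046 and 0.116% with the combination. The paper takes the fall of the CAF markers together with the rise of the granzymes and proposes that the TGF-βR inhibitor suppressed myCAFs and iCAFs and thereby increased antitumor immunity and the response to KN046, as drawn in Figure 8D.

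**Figure D2:**
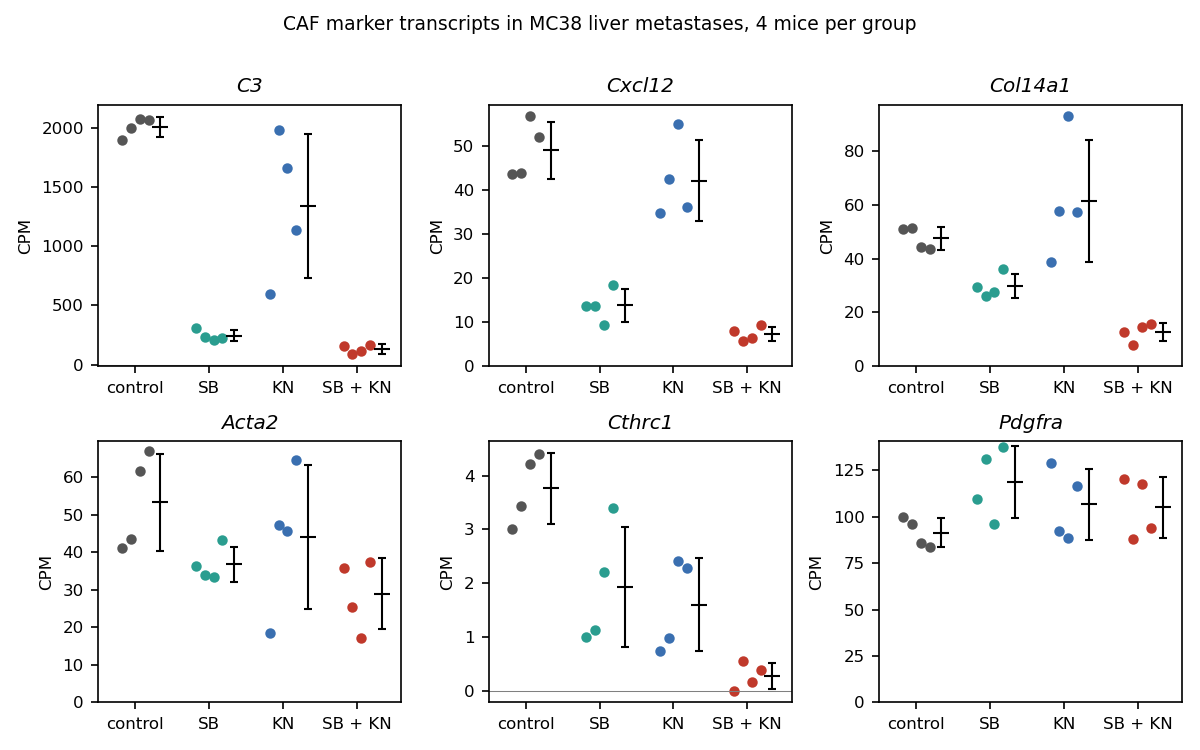
CPM of 5 CAF genes of Figure 8C and of Pdgfra in each mouse (points), with the mean and SD of each group (bars), for control, SB525334 (SB), KN046 (KN) and the combination (SB + KN), 4 mice each. C3 and Cxcl12 are lower in all 4 mice given SB525334 alone and all 4 combination mice than in all 4 control mice, and the groups overlap for Pdgfra.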

## Discussion

Improving the efficacy of immunotherapy and noninvasively selecting patients who are most likely to respond to ICBs remain major clinical challenges in cancer treatment. Recent studies have highlighted the major role of CAFs in cancer immunotherapy resistance (13, 50, 51). Combined TGF-β inhibition and ICBs showed promising effects for cancer therapy in several preclinical models (12–19). However, this combination approach had unsatisfactory efficacy in most clinical trials (52), requiring biomarkers to guide precise inhibition of TGF-β to improve efficacy of immunotherapy. ^68^Ga-FAPI PET/CT targeting FAP-α has been used for the visualization of CAFs to detect tumor lesions in clinical settings (53); however, its value in assessing cancer response to immunotherapy is unknown. We determined that CRC patients with a high SUVmax of ^68^Ga-FAPI recruited notably fewer T cells into their tumor beds, which was associated with poor responses to immunotherapy. Moreover, in metastatic CRC mouse models, we detected a decrease of CAFs through the TGF-βR inhibitor SB525334, which significantly sensitized metastatic CRC to immunotherapy by improving the tumor immune microenvironment, and led to significantly reduced tumor uptakes of ^68^Ga-FAPI by PET/CT. Therefore, ^68^Ga-FAPI PET/CT imaging is a powerful noninvasive tool for assessing the CRC response to immunotherapy in metastatic CRC by detecting CAFs in vivo.

Patients with metastatic CRC with liver or peritoneal metastases respond poorly to ICB therapy. The combination of targeted therapies is considered the most promising strategy to improve the efficacy of cancer immunotherapy (54). Interestingly, although inhibition of TGF-β signaling that targets CAFs is a promising strategy to enhance efficacy of cancer immunotherapies, systemic adverse effects and the therapeutic index of TGF-β inhibitor need careful consideration (55). In clinical trials among patients with CRC, combined inhibition of TGF-β and PD-1/PD-L1 signaling caused multiple adverse effects, including pneumonitis, nausea, pruritus, rash, adrenal insufficiency, and hepatic impair (56–58). Moreover, TGF-β inhibitors can have both pro-tumorigenic and anti-tumorigenic effects (55, 59), as TGF-β also functions as a potent tumor suppressor by inducing growth inhibition and apoptosis in premalignant cells (55). Therefore, the precise guidance of the use of TGF-β inhibitor has become a crucial challenge for its clinical implications to improve immunotherapy efficacy. Using mouse cohorts, we showed that ^68^Ga-FAPI micro-PET/CT accurately detected the reduction of CAF abundances by TGF-βR inhibitor, and combined TGF-βR inhibitor and KN046 achieved significant tumor inhibition in colorectal liver and peritoneum metastasis. Decreased tumor FAPI signal detected by ^68^Ga-FAPI PET/CT after as few as 7 days of TGF-βR inhibitor SB525334 treatment optimized the combination of TGF-βR inhibitor and ICBs to a sequential strategy that involved stopping the TGF-βR inhibitor and switching to KN046, which can shorten TGF-βR inhibitor treatment to reduce adverse effects and achieve similarly notable therapeutic effects with the combination strategy. Therefore, ^68^Ga-FAPI PET/CT can function as a noninvasive biomarker to guide the delivery and schedule of TGF-β inhibitors to sensitize metastatic CRC to immunotherapy.

Recent studies have compared the diagnostic sensitivity of ^68^Ga-FAPI PET/CT and ^18^F-FDG PET/CT in primary and recurrent CRC (60), and reported that ^68^Ga-FAPI PET/CT achieved notably higher sensitivity and specificity in the detection of primary lesions and malignancies that metastasize to the peritoneum or liver (39). However, the value of ^68^Ga-FAPI and ^18^F-FDG PET/CT in predicting or monitoring cancer responses to immunotherapy remains largely unknown. Our study revealed that ^68^Ga-FAPI PET/CT imaging is superior to ^18^F-FDG PET/CT in assessing the response of metastatic CRC to ICBs. Specifically, ^68^Ga-FAPI PET/CT imaging accurately detected the decrease of CAFs by TGF-βR inhibitor in colorectal liver and peritoneal metastasis. High tumor uptake of ^68^Ga-FAPI is strongly associated with reduced tumor-infiltrating immune cells and function, leading to poor prognosis in patients with metastatic CRC. Notably, although ^18^F-FDG PET/CT showed limited value in reflecting changes in CAFs, and it was associated with improved tumor immunity. However, ^18^F-FDG PET/CT detected tumors with low CAFs, which may be missed by ^68^Ga-FAPI PET/CT. Therefore, dual probes targeting both ^68^Ga-FAPI and ^18^F-FDG in PET/CT are recommended for CRC management.

In conclusion, ^68^Ga-FAPI PET/CT imaging as a noninvasive tool for detecting CAFs can accurately reflect tumor immunity and monitor the metastatic CRC response to immunotherapy in vivo. We also provided preclinical evidence that TGF-β receptor inhibitor suppresses CAFs effectively sensitized colorectal liver and peritoneum metastasis to KN046 that blocking both PD-L1 and CTLA-4, and the tumor responses can be accurately measured in vivo by ^68^Ga-FAPI PET/CT imaging. ^68^Ga-FAPI PET/CT imaging assists in selecting patients with metastatic CRC who can benefit from immunotherapy, guiding precise scheduling of TGF-β inhibition to optimize the combination strategy with immunotherapy. Our study suggests a strategy of using ^68^Ga-FAPI PET/CT imaging–guided precise TGF-β inhibition to sensitize metastatic CRC to immunotherapy, and highlights the necessity of using double-tracer PET/CT imaging with ^68^Ga-FAPI and ^18^F-FDG for the management of patients with CRC.

## Methods

### Patient inclusion in the clinical trial.

This study retrospectively included 131 patients with metastatic CRC who underwent ^68^Ga-FAPI PET/CT and ^18^F-FDG PET/CT imaging between July 2020 and October 2023 at the FUSCC. The inclusion criteria were as follows: (a) liver or peritoneal metastatic CRC diagnosis based on the Chinese Society of Clinical Oncology guidelines; (b) underwent ^68^Ga-FAPI PET/CT and ^18^F-FDG PET/CT with an interval of less than 5 days; and (c) received standard treatment including surgery, chemotherapy, and/or immunotherapy. The exclusion criteria were as follows: (a) newly diagnosed patients with CRC with no metastasis and (b) multiple metastases other than the liver or peritoneum. Detailed patient information is presented in Supplemental Table 1.

### Animal models.

Six-week-old male wild-type C57BL/6 mice were housed in a pathogen-free facility. For peritoneal metastasis of CRC models, MC38 or CT26 CRC cells (2 × 10^5^ cells) were intraperitoneally injected into the abdominal cavity of 6-week-old male C57BL/6 or BALB/c mice. For liver metastasis of CRC models, MC38 cells (2 × 10^5^ cells) suspended in 40 μL PBS were injected into the inferior hemispleen of each 6-week-old C57BL/6 mouse. KN046 (Alphamab Oncology) was injected intraperitoneally at a dose of 10 mg/kg twice a week. The TGF-β receptor I (ALK5) inhibitor was SB525334 (Selleckchem) dissolvaed in CMC-Na and was given at 20 mg/kg dose by oral gavage daily. Our study exclusively examined male mice. It is unknown whether the findings are relevant to female mice.

### Synthesis of ^68^Ga-FAPI and ^18^F-FDG.

At our center, we use the Explora FDG4 module with a cyclotron (CTI RDS Eclipse ST, Siemens, Knoxville, Tennessee, USA) to automatically produce ^18^F-FDG (61). DOTA-FAPI-04 was obtained commercially (Jiangsu Huayi Technology Co. Ltd.) and radiolabeled with ^68^Ga according to the protocol published by Lindner et al. (62). DOTA-FAPI-04 and ^68^Ga solution eluted from ^68^Ge/^68^Ga generator (IGG100, Eckert & Ziegler) were mixed with NaAc (0.5 mL). The pH was maintained at approximately 4.5, and the mixture was heated at 100°C for 10 minutes (56). The radiochemical purities of FDG and FAPI were greater than 95%.

### Small-animal PET/CT scanning and MRI procedure.

Mice were fasted for 6 hours before ^18^F-FDG was administered intravenously via the tail vein, but not before ^68^Ga-FAPI tracer injection. Mice bearing xenografted MC38 tumors were placed on a heating pad (25°C) and were anesthetized using O_2_/isoflurane mixture (1%–2.5% isoflurane, 0.6–1 L/min O_2_). The FDG or FAPI micro-PET/CT scan was initiated 60 minutes and 30 minutes, respectively, after administration of the tracer (0.74–1.85 MBq). Immediately after CT scanning, 10-minute PET acquisition was performed using a Siemens Inveon PET/CT. Inveon Research Workplace 4.2 was used to analyze images, and regions of interest were applied to estimate the tumor uptake.

MRI was performed on a Bruker Biospec 70/20 USR scanner (Germany). Structural T1-weighted, T2-weighted, and fluid-attenuated inversion recovery (FLAIR) sequences were used for the detection of peritoneal and liver metastases. Rapid acquisition with relaxation enhancement (RARE) with a fat saturation sequence was used to acquire T2-weighted images with the following parameters: repetition time (TR) = 2,500 milliseconds (ms), echo time (TE) = 30 ms, RARE factor = 8, field of view (FOV) = 35 × 35 mm, matrix = 256 × 256, slice thickness = 1 mm, and scanning time = 5 minutes 20 seconds. A fast low-angle shot (FLASH) with a fat saturation sequence was used to acquire T1-weighted images with the following parameters: TR = 280 ms, TE = 2.9 ms, flip angle = 50°, FOV = 35 × 35 mm, matrix = 192 × 192, slice thickness = 1 mm, and scanning time = 3 minutes 35 seconds. The T2-FLAIR scan parameters were as follows: FOV = 35 × 35 mm, matrix = 256 × 256, slice thickness = 1 mm, TR = 10,000 ms, TE = 36 ms, inversion time = 2,000 ms, and scanning time = 4 minutes.

### Cell cultures.

The mouse CRC cell line MC38 was provided by Yanlei Ma at the FUSCC. CT26 cells were cultured in RPMI 1640 medium, and MC38 cells were cultured in Dulbecco’s modified Eagle medium (DMEM) with 10% FBS at 37°C in a humidified 5% CO_2_ atmosphere. All cells were authenticated and tested for mycoplasma.

### Immune cell isolation from tumors.

Tumors were collected and mechanically minced and incubated in digested buffer (DNase I [50 μg/mL; MilliporeSigma], collagenase [2 mg/mL; MilliporeSigma], DMEM, FBS, and penicillin/streptomycin) for 30 minutes at 37°C. The digested cells were mashed through 70 μm filters (BD Falcon) and then washed in FACS buffer (PBS with 0.5% endotoxin-free FBS, 2 mM EDTA, and 25 mM HEPES). The cells were collected and analyzed using flow cytometry.

### Flow cytometry.

The filtered tumor tissue cells were blocked with an anti-CD16/32 antibody (catalog 101319; 1 μg per 106 cells in 100 μL dilution buffer; BioLegend) and stained with indicated surface antibodies. Dead cells were marked using a Live/Dead Fixable Aqua dye (catalog L34965, Thermo Fisher Scientific). Fluorochrome-conjugated or biotinylated antibodies and their source, dilution information, and manufacturer are as follows: PerCP-Cy5.5–anti–mouse CD45 (1:200; clone 30-F11, catalog 103131, BioLegend), PE–Dazzle anti–mouse CD3ε (1:200; clone 145-2C11, catalog 100347, BioLegend), APC-Cy7–anti–mouse CD4 (1:200; clone RM4-5, catalog 100526, BioLegend), Alexa Fluor 700–anti–mouse CD8a (1:200; clone 53-6.7, catalog 100730, BioLegend), PE–anti–mouse IFN-γ (1:200; clone XMG1.2, catalog 505808, BioLegend), PE-Cyanine7–anti–mouse granzyme B (1:200; clone NGZB, catalog 25-8898-82, Invitrogen). Intracellular antibodies were added after fixation (catalog 420801, BioLegend) and permeabilization (catalog 421002, BioLegend), according to the manufacturer’s instructions. A Beckman Coulter CytoFLEX was used for our analysis, and FlowJo (version 10.8.1, Tree Star) was used for data analysis. Supplemental Figure 1E details the flow cytometry gating strategy.

### Histology and IHC and histopathological quantifications.

Tissues were harvested and fixed in 4% paraformaldehyde. Antibodies against CD4 (rabbit, reactive with human; 1:300; ab133616, Abcam), CD4 (rabbit, reactive with mouse; 1:400; ab183685, Abcam), CD8a (rabbit, reactive with human; 1:300; ab237709, Abcam), CD8a (rabbit, reactive with mouse; 1:500; ab217344, Abcam), FAP-α (rabbit; 1:300; ab218164, Abcam), α-SMA (rabbit; 1:250; 19245S, Cell Signaling Technology), PDGFRA (rabbit; 1:300; ab203491, Abcam), periostin (rabbit; 1:50; 19899-1-AP, Proteintech), transgelin (rabbit; 1:100; 10493-1-AP, Proteintech), CXCL12 (rabbit; 1:100; 17402-1-AP, Proteintech), and IL-6 (mouse; 1:200; ab9324, Abcam) were used for staining overnight at 4°C. Histological and IHC images were obtained using the Dako Autostainer Link 48 system (Agilent). Three fields on each slide were randomly selected for quantitative analysis. An IHC score (range 0–8) was assigned as follows: The staining intensity was scored on a scale of 0–3: 0, negative; 1, weak; 2, moderate; and 3, strong. The percentage of positive cells in the tissue was scored on a scale of 0–5: 0, no staining; 1, 1%–10% positive; 2, 11%–25% positive; 3, 26%–50% positive; 4, 51%–75% positive; 5, 76%–100% positive. The IHC score was the staining intensity score plus the percentage of positive cells score.

Multicolor immunofluorescence was performed using the Opal 4-Color Manual IHC Kit (abs50012, Absin) according to the manufacturer’s protocol. Briefly, sections were subjected to microwave-induced antigen retrieval in EDTA buffer (pH 8.0), and endogenous peroxidase was blocked in 0.3% hydrogen peroxide in methanol. Sections were then washed in PBST, blocked with 5% goat serum in PBS for 10 minutes, and incubated with the primary antibody for 1 hour. A horseradish peroxidase–labeled goat anti-rabbit/mouse secondary antibody was used and developed with a fluorescent dye. For multiple fluorescent staining, sections were processed starting from the antigen retrieval step to remove binding antibodies and then incubated with another primary antibody. This was repeated until all the antigens were stained. The following antibody sequences were used: (a) CD4 (rabbit; 25229S, Cell Signaling Technology)–TSA 520, CD8 (rabbit; ab237709, Abcam)–TSA 570, and FAP-α (rabbit; ab218164, Abcam)–TSA 620; and (b) α-SMA (rabbit; 19245S, Cell Signaling Technology)–TSA 520 and PDGFRA (rabbit; 3174S, Cell Signaling Technology)–TSA 570. Finally, the sections were counterstained with DAPI and mounted in a glycerol and gelatin mounting medium. Tissue sections were imaged using an A1 scanning confocal microscope (Nikon). Confocal images were captured with a ×20 or ×10 objective, and image data were collected using NIS Elements (v4.50.00, Nikon).

### Western blotting.

Western blotting assays for tumor tissue proteins were performed according to the protocols provided by Abcam. Primary antibodies against p-SMAD2/3 (rabbit; 8828S, Cell Signaling Technology), SMAD2/3 (rabbit; 8685S, Cell Signaling Technology), and GAPDH (rabbit; 2118S, Cell Signaling Technology) were used for staining. Protein bands were visualized using Clarity Western ECL Substrate (1705061, Bio-Rad) Western Blotting Detection Reagent.

### RNA sequencing analysis.

Total RNA was extracted from tumor tissues of mice with liver metastases. Total RNA samples were then submitted to Shanghai Bioprofile Co. Ltd. for preparation and construction of the mRNA library, followed by transcriptomic sequencing on the HiSeq X Ten System (Illumina). Cutadapt (v2.7) software (https://cutadapt.readthedocs.io/en/stable/) was used to filter the sequencing data to obtain a high-quality sequence (Clean Data) for further analysis. The clean reads were aligned to mouse GRCm39 genome assembly (v108.39) using HISAT2 (v2.2.1). Gene expression quantification was performed with HTSeq (v2.0.4; https://daehwankimlab.github.io/hisat2/manual/https://htseq.readthedocs.io/en/latest/). Differential expression analysis was performed using R package DESeq2 (version 1.38.3). Significantly differentially expressed genes were filtered out with *P* values less than 0.05 and fold change larger than 2. Heatmaps were generated by R package pheatmap (v1.0.12). Gene set enrichment analysis was performed by R package clusterProfiler (v4.6.2). RNA-Seq data generated in this study were deposited to the Gene Expression Omnibus (GEO) database under accession number GSE247303.

### Statistics.

Statistical analyses were carried out using GraphPad Prism 9 (GraphPad Software Inc.). One-way ANOVA with Kruskal-Wallis test was used to compare multiple groups. One-way ANOVA with Dunnett’s correct multiple-comparison test was used to compare multiple groups with the same control. Body weights of mice over time were compared using repeated-measurement ANOVA. The correlation between 2 variables was determined using standard Pearson’s correlation analysis. Wilcoxon’s matched-pairs signed rank test was used to test significance of difference between tumor uptake values of ^68^Ga-FAPI PET/CT imaging and ^18^F-FDG PET/CT imaging. The clinical outcomes of 2 groups were compared using χ^2^ test. A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

Patient study was conducted in accordance with the principles of the Declaration of Helsinki and approved by the Ethics Committee of the FUSCC (approval ID 2004216025). Mouse studies were approved by the Research Ethical Committee of the FUSCC. All mouse studies were carried out in accordance with the requirements of the Animal Research Committee of Fudan University regarding the care and use of experimental animals in research (FUSCC-IACUC-S20210374).

### Data availability.

RNA-Seq data generated in this study were deposited to the GEO database under accession number GSE247303. All data supporting the findings of this study are available within the article and its supplemental material, including the Supporting Data Values file.

## Author contributions

ST and SS designed and guided the project. KL and WL designed, carried out, and analyzed most of the experiments. MQ, JZ, XX, HY, WT, and JW helped perform micro-MRI experiments and micro-PET imaging. JC contributed to the data analysis. Xinxiang Li, WG, and YS contributed to the clinical patient sample collection. KL and ST wrote the manuscript. Xiaoling Li, WL, and SS edited the manuscript. All authors read and agreed to the final version of the manuscript.

## Supplementary Material

Supplemental data

ICMJE disclosure forms

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
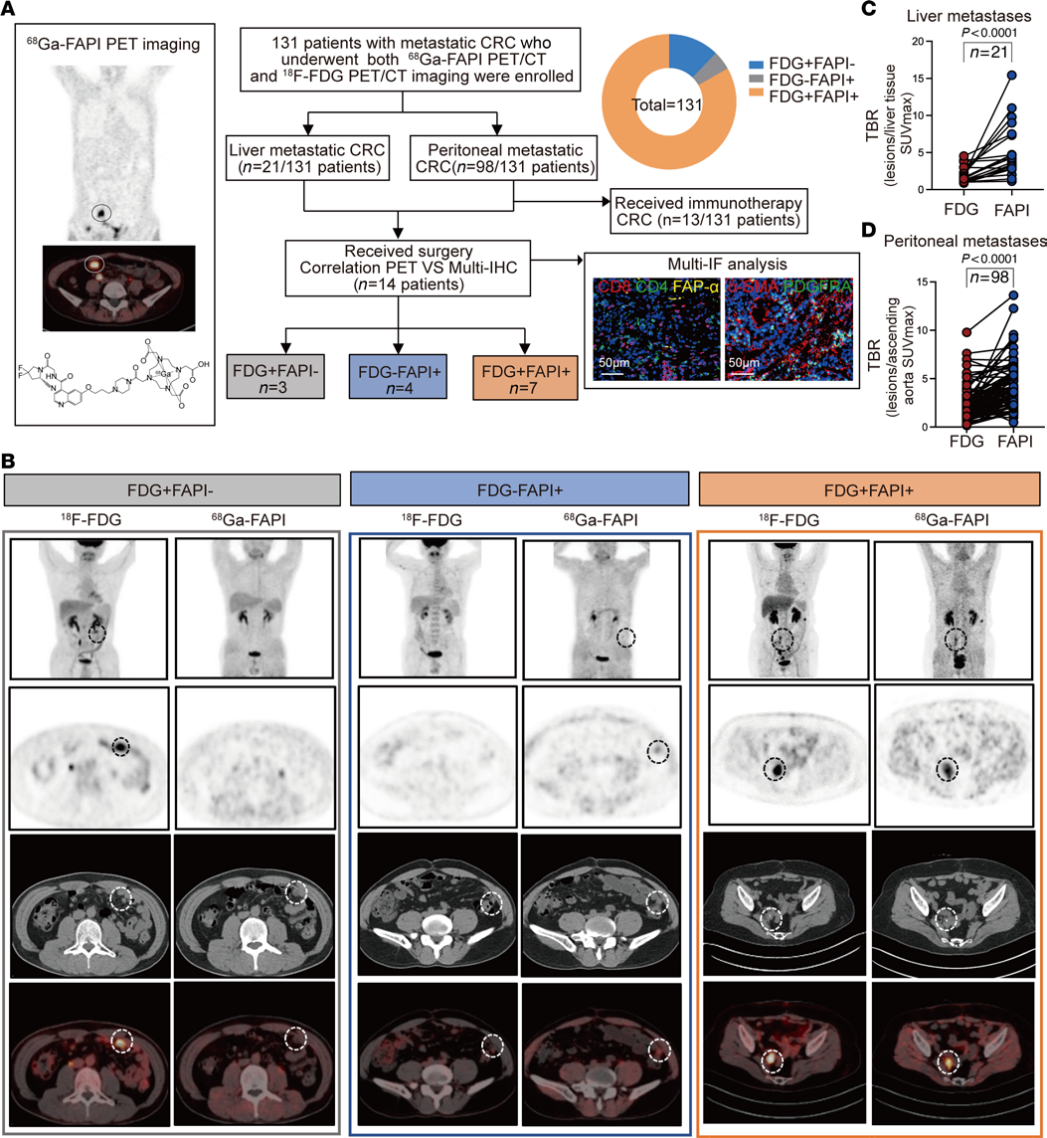
^68^Ga-FAPI PET/CT imaging adds value to ^18^F-FDG PET/CT imaging for detection of metastasis in patients with CRC. (**A**) Schematic flow of the patient selection process. In total, 131 patients with metastatic CRC who underwent both ^68^Ga-FAPI-04 and ^18^F-FDG PET/CT at the FUSCC were enrolled, including 21 patients with liver metastatic CRC, 98 with peritoneal metastatic CRC, and 12 with other metastases. Among them, 14 patients received surgery after imaging. The relationship between uptake of ^68^Ga-FAPI and tumor immunity was analyzed. Thirteen patients received immunotherapy after imaging. Patients who underwent ^68^Ga-FAPI PET/CT and ^18^F-FDG PET/CT were divided into 3 groups: FDG^+^FAPI^–^, FDG^–^FAPI^+^, and FDG^+^FAPI^+^. Proportions of each group are shown in the pie chart in the top right corner of the image. Scale bars: 50 μm. (**B**) Representative clinical ^68^Ga-FAPI PET/CT and ^18^F-FDG PET/CT images of patients with metastatic CRC. (**C**) Comparison of TBR SUVmax of ^68^Ga-FAPI and ^18^F-FDG in liver metastatic CRC tumors, *n* = 21. (**D**) Comparison of TBR SUVmax of ^68^Ga-FAPI and ^18^F-FDG in peritoneal metastatic CRC tumors, *n* = 98. All numerical data are presented as mean ± SEM. *P* < 0.0001 by Wilcoxon’s matched-pairs, signed-rank test (**C** and **D**).

**Figure 2:**
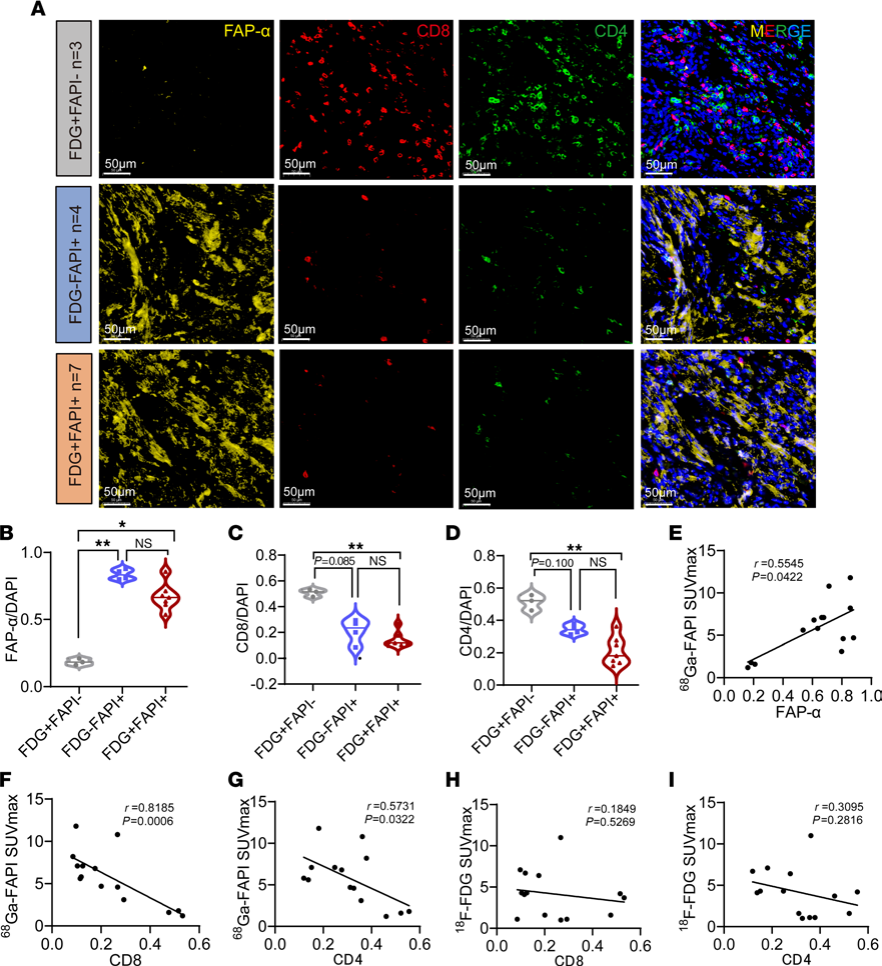
The SUVmax of ^68^Ga-FAPI PET/CT imaging negatively correlates with antitumor immunity in patients with metastatic CRC. (**A**) Representative multi-IHC images of the 3 groups in clinical metastatic CRC samples. FAP-α (yellow), CD8 (red), CD4 (green), and DAPI (blue) were used for staining of cell nuclei. Scale bars: 50 μm. (**B**–**D**) Quantification of staining for FAP-α, CD8, and CD4 for each group (FDG^+^FAPI^–^, *n* = 3; FDG^–^FAPI^+^, *n* = 4; FDG^+^FAPI^+^, *n* = 7). (**E**–**G**) Correlation between CD8, CD4, and FAP-α levels and SUVmax of ^68^Ga-FAPI in the 14 enrolled patients with metastatic CRC (by Pearson’s correlation analysis). (**H** and **I**) Correlation between CD8 levels, CD4 levels, and SUVmax of ^18^F-FDG in the 14 enrolled patients with metastatic CRC (by Pearson’s correlation analysis). All numerical data are presented as mean ± SEM. *P < 0.05, **P < 0.01 by 1-way ANOVA with Kruskal-Wallis test (**B**–**D**).

**Figure 3:**
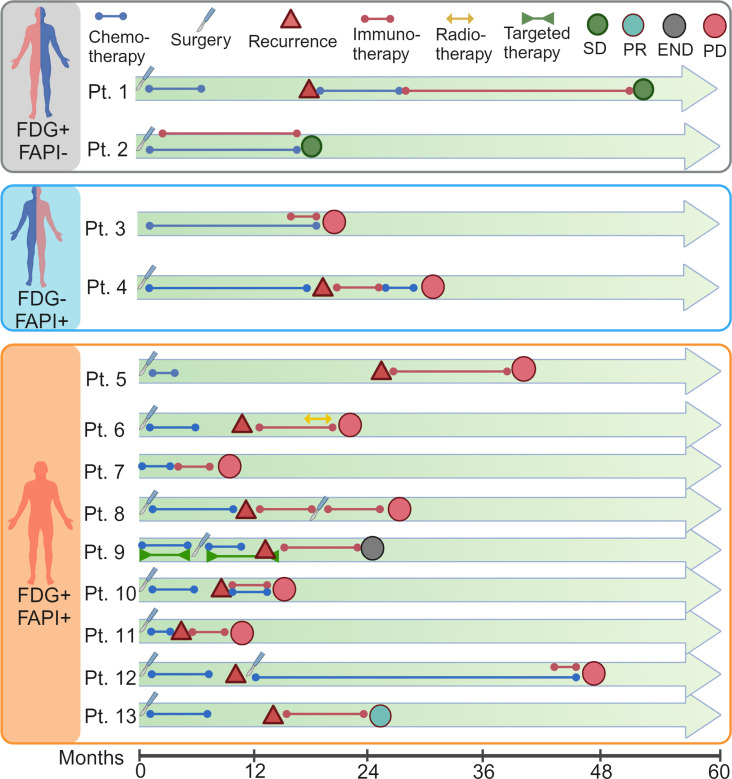
^68^Ga-FAPI PET/CT as an imaging biomarker to assess therapeutic response to immunotherapy in patients with metastatic CRC. Summary of clinical events and prognosis for the 13 patients with metastatic CRC who received immunotherapy after ^68^Ga-FAPI and ^18^F-FDG PET/CT. The 13 patients were divided into 3 groups: FDG^+^FAPI^–^, *n* = 2; FDG^–^FAPI^+^, *n* = 2; and FDG^+^FAPI^+^, *n* = 9. SD, stable disease; PR, partial response; PD, progressive disease; END, end of life. Created with BioRender (biorender.com).

**Figure 4:**
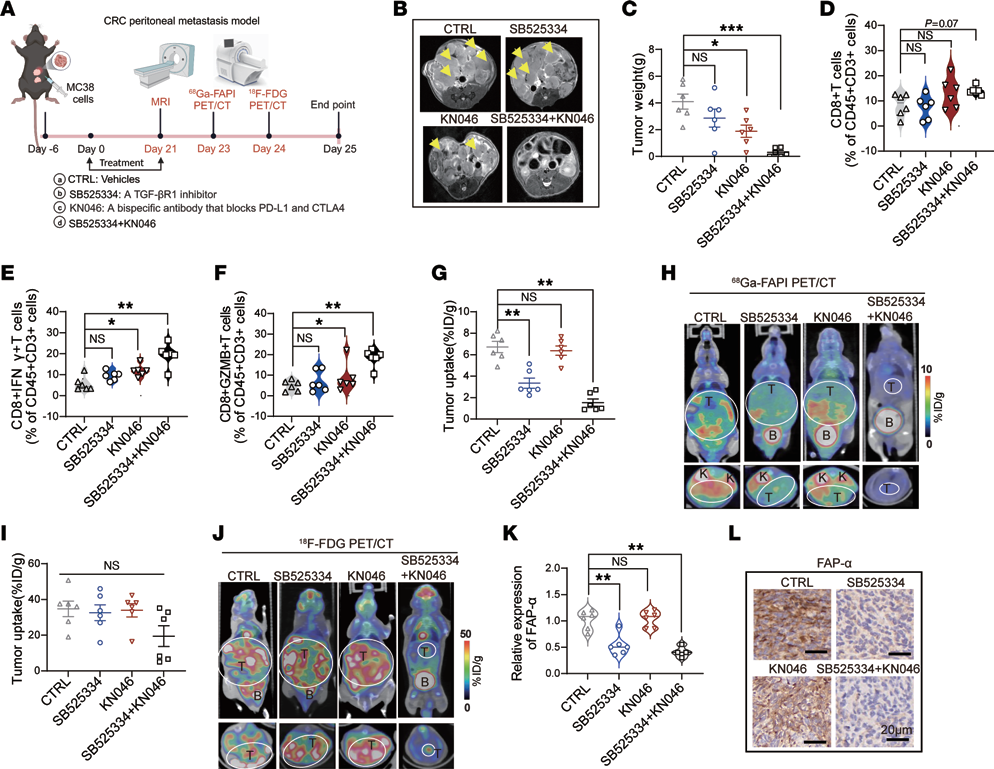
^68^Ga-FAPI micro-PET/CT and ^18^F-FDG micro-PET/CT scans to assess tumor response to combined therapy with TGF-βR inhibitor and ICB KN046 in mice with colorectal peritoneal metastasis. (**A**) Schematic of micro-MRI and PET imaging and treatment strategies in mice with MC38 peritoneal metastasis (4 groups, *n* = 6 per group). Created with BioRender. (**B**) Representative micro-MRI images of mice with peritoneal metastasis after the indicated treatments. Yellow arrows indicate tumor lesions. (**C**) Tumor weight of mice with MC38 peritoneal metastasis after the indicated treatments. (**D**–**F**) Proportion of CD8^+^ T cells, CD8^+^IFN-γ^+^ T cells, and CD8^+^GZMB^+^ T cells in CD45^+^CD3^+^ cells in peritoneal metastasis tumors harvested from mice in the 4 groups as determined using flow cytometry. (**G**) Quantified tumor uptake of ^68^Ga-FAPI in mice with peritoneal metastasis (*n* = 6 per group). (**H**) Representative ^68^Ga-FAPI micro-PET/CT images of mice with peritoneal metastasis after the indicated treatments. B, bladder; K, kidney; T, tumor. (**I**) Quantified tumor uptake of ^18^F-FDG in mice with peritoneal metastasis (*n* = 6 per group). (**J**) Representative ^18^F-FDG micro-PET/CT images of mice with peritoneal metastasis after the indicated treatments. (**K**) Quantified IHC staining of FAP-α in the tumors of mice with peritoneal metastasis after the indicated treatments. (**L**) Representative IHC staining of FAP-α in the tumors of mice with peritoneal metastasis after the indicated treatments. Scale bars: 20 μm. All numerical data are presented as mean ± SEM. *P < 0.05, **P < 0.01, *** *P* < 0.001, by 1-way ANOVA with Dunnett’s correct multiple-comparison test (**C**–**G**, **I**, and **K**).

**Figure 5:**
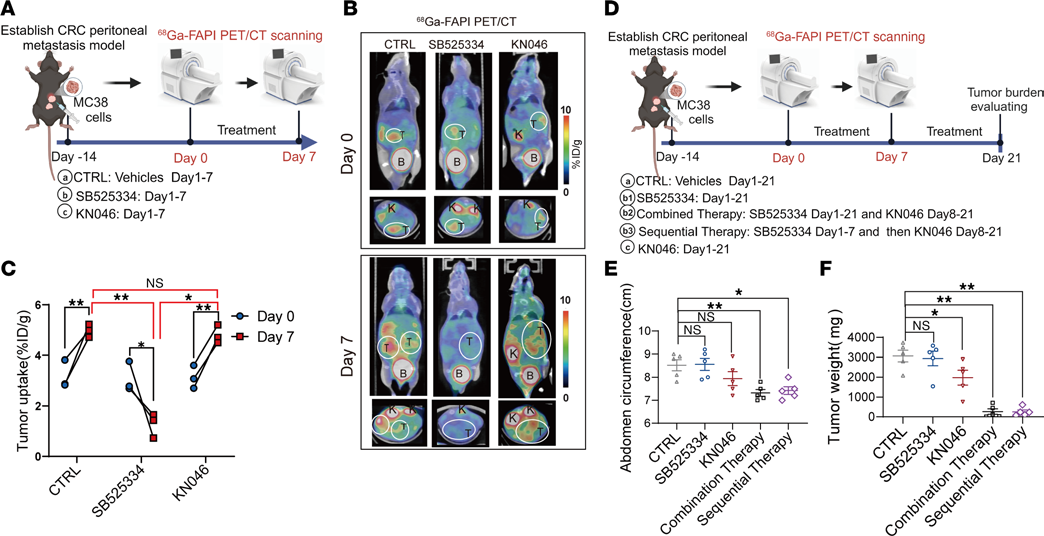
^68^Ga-FAPI micro-PET/CT and ^18^F-FDG micro-PET/CT imaging monitors responses to short-term TGF-β receptor inhibitor treatment in mice with colorectal peritoneal metastasis. (**A**) Schematic representation of micro-PET/CT imaging and treatment strategies in mice with MC38 peritoneal metastasis (3 groups: control group, *n* = 5; SB525334 group, *n* = 15; and KN046 group, *n* = 5). Created with BioRender. (**B**) Representative ^68^Ga-FAPI micro-PET/CT images of mice with peritoneal metastasis before (day 0) and after (day 7) the indicated treatments. B, bladder; K, kidney; T, tumor. (**C**) Quantified tumor uptake of ^68^Ga-FAPI in mice with peritoneal metastasis before (day 0, *n* = 3 per group) and after (day 7) the indicated treatments. (**D**) Schematic of micro-PET/CT imaging and treatment strategies in mice with MC38 peritoneal metastasis (5 groups, *n* = 5 per group). Created with BioRender. (**E**) Quantified abdomen circumference in tumor-bearing mice with peritoneal metastasis in the 5 groups. (**F**) Tumor weight of mice with MC38 peritoneal metastasis after the indicated treatments. All numerical data are presented as mean ± SEM. *P < 0.05, **P < 0.01, by 1-way ANOVA with Dunnett’s correct multiple-comparison test (**C**, **E**, and **F**).

**Figure 6:**
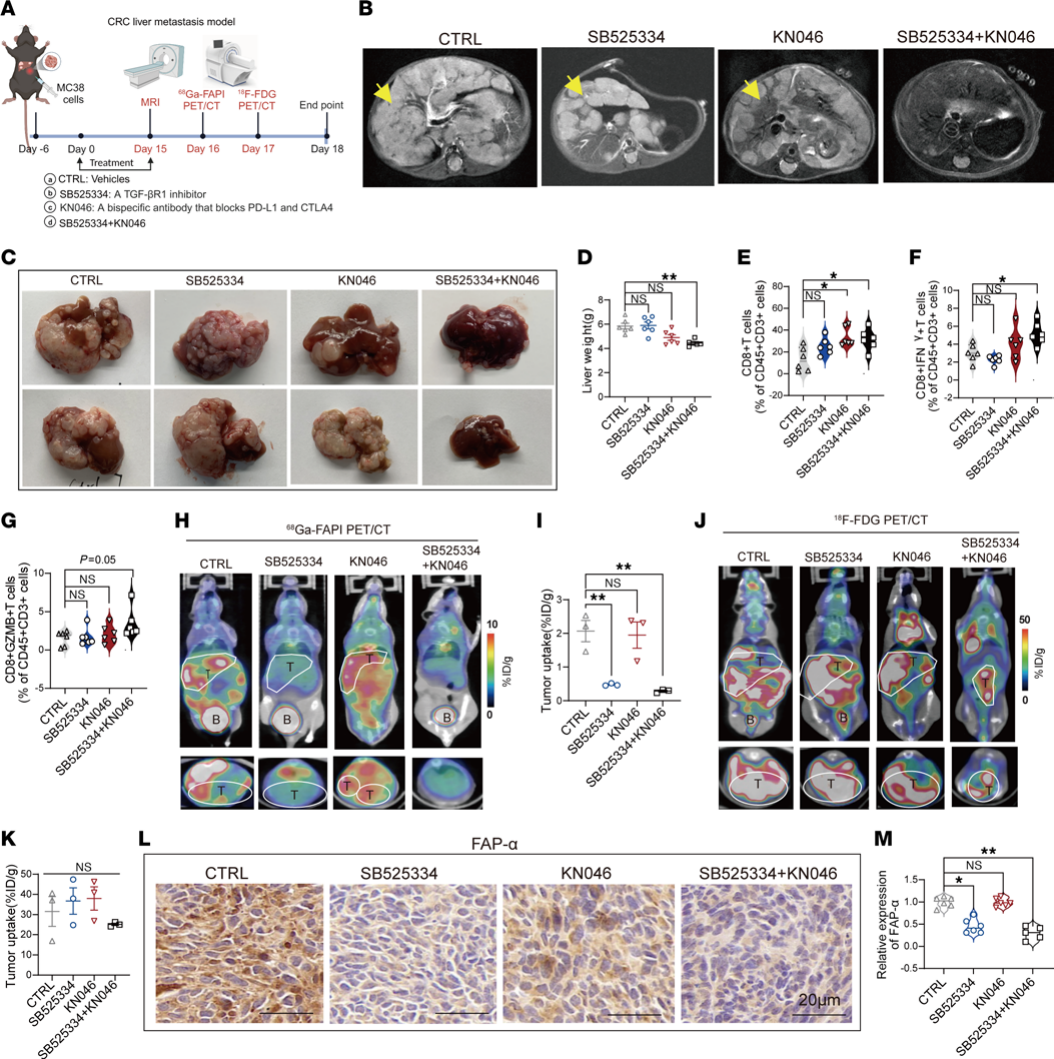
Using ^68^Ga-FAPI micro-PET/CT and ^18^F-FDG micro-PET/CT imaging to assess sensitization of colorectal liver metastases to ICB KN046 by TGF-β inhibition. (**A**) Schematic representation of MRI and PET imaging and treatment strategies in mice with MC38 liver metastasis (4 groups, *n* = 6 per group). Created with BioRender. (**B**) Representative micro-MRI images of mice with MC38 liver metastasis after the indicated treatments. Yellow arrows indicate tumor lesions. (**C**) Representative liver images of mice with liver metastasis after the indicated treatments. (**D**) Liver weights of mice with MC38 liver metastasis after the indicated treatments. (**E**–**G**) Proportion of CD8^+^ T cells, CD8^+^IFN-γ^+^ T cells, and CD8^+^GZMB^+^ T cells in CD45^+^ cells in liver metastasis harvested from mice of the 4 groups as measured using flow cytometry. (**H**) Representative ^68^Ga-FAPI micro-PET/CT images of mice with liver metastasis after the indicated treatments. B, bladder; K, kidney; T, tumor. (**I**) Quantified tumor uptake of ^68^Ga-FAPI in mice with liver metastasis (*n* = 3 per group). (**J**) Representative ^18^F-FDG micro-PET/CT images of mice with liver metastasis after the indicated treatments. (**K**) Quantified tumor uptake of ^18^F-FDG in mice with liver metastasis after the indicated treatments (*n* = 3 per group). (**L**) IHC staining of FAP-α in tumors of mice with liver metastasis after the indicated treatments. Scale bars: 20 μm. (**M**) Quantified IHC staining of FAP-α in tumors of mice with liver metastasis after the indicated treatments. All numerical data are presented as mean ± SEM. *P < 0.05, **P < 0.01 by 1-way ANOVA with Dunnett’s correct multiple-comparison test (**D**–**G**, **I**, **K**, and **M**).

**Figure 7:**
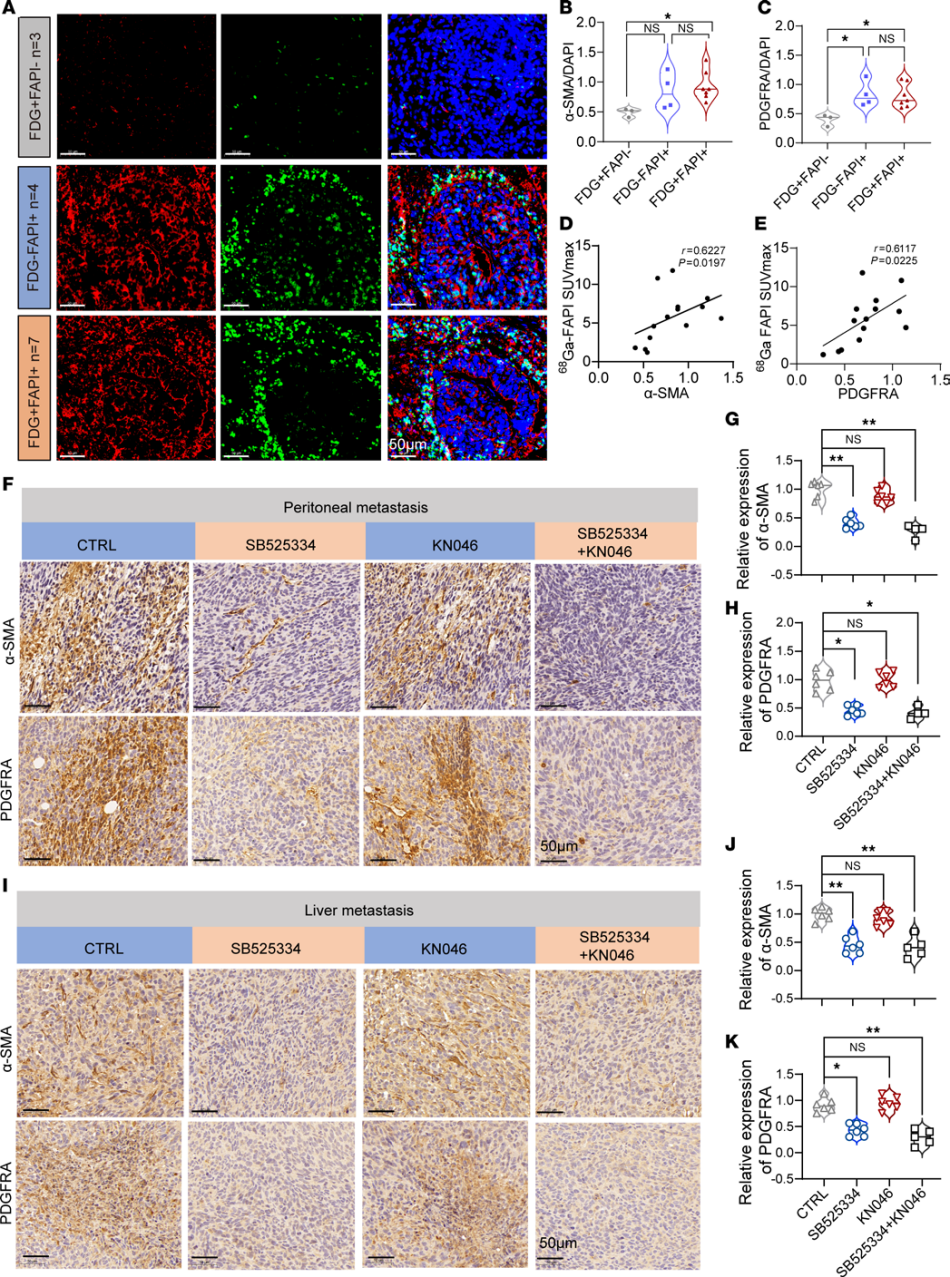
^68^Ga-FAPI PET/CT imaging reflects abundance of both myCAFs and iCAFs in metastatic CRC. (**A**) Multicolor immunofluorescence staining of α-SMA^+^ myCAFs (red) and PDGFRA^+^ iCAFs (green) in tumor tissues from the 14 patients with CRC who received surgery after ^68^Ga-FAPI and ^18^F-FDG PET/CT imaging at the FUSCC. Scale bars: 50 μm. (**B** and **C**) Quantified multi-immunofluorescence staining of α-SMA and PDGFRA in the tumors of 14 patients with CRC divided into 3 groups. (**D**) Positive correlation between α-SMA and ^68^Ga-FAPI SUVmax in the 14 clinical CRC samples (by Pearson’s correlation analysis). (**E**) Positive correlation between PDGFRA and ^68^Ga-FAPI SUVmax in the 14 clinical CRC samples (by Pearson’s correlation analysis). (**F**–**K**) Representative IHC staining and quantitative analyses of α-SMA and PDGFRA expression in both peritoneal metastasis and liver metastasis of mice with CRC treated with the indicated therapies. Scale bars: 50 μm. All numerical data are presented as mean ± SEM. *P < 0.05, **P < 0.01 by 1-way ANOVA with Kruskal-Wallis H test (**B** and **C**) and 1-way ANOVA with Dunnett’s correct multiple comparison test (**G**, **H**, **J**, and **K**).

**Figure 8:**
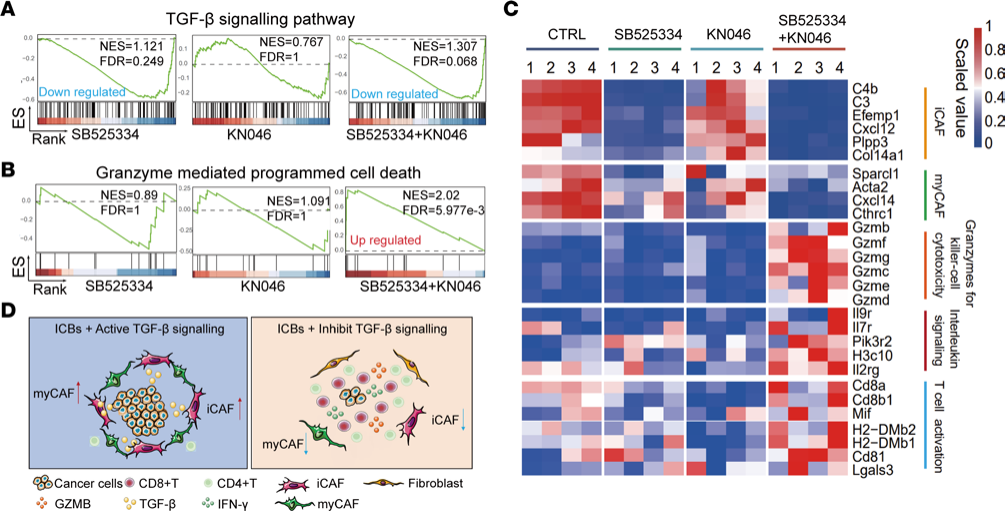
TGF-β inhibition suppresses CAFs and increases antitumor immunity in metastatic CRC tumors. (**A**) Gene set enrichment analysis (GSEA) of the TGF-β signaling pathway in liver metastasis treated with the indicated therapies compared with control (*n* = 4 per group). (**B**) GSEA of the granzyme-mediated programmed cell death pathway in liver metastasis treated with the indicated therapies compared with control (*n* = 4 per group). (**C**) Heatmap showing scaled normalized expression of marker genes in iCAFs, myCAFs, and granzymes for killer-cell cytotoxicity, interleukin signaling, and T cell activation pathways. (**D**) A working model showing that TGF-β inhibition reduces CAFs to improve antitumor immunity and increase efficacy of ICBs for cancer treatment.

**Table 2:**
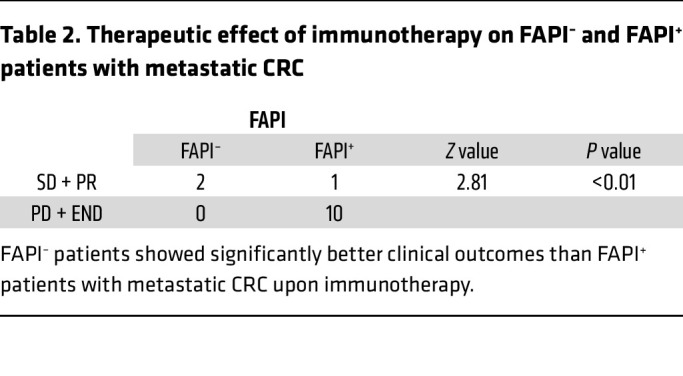
Therapeutic effect of immunotherapy on FAPI^–^ and FAPI^+^ patients with metastatic CRC

**Table 3:**
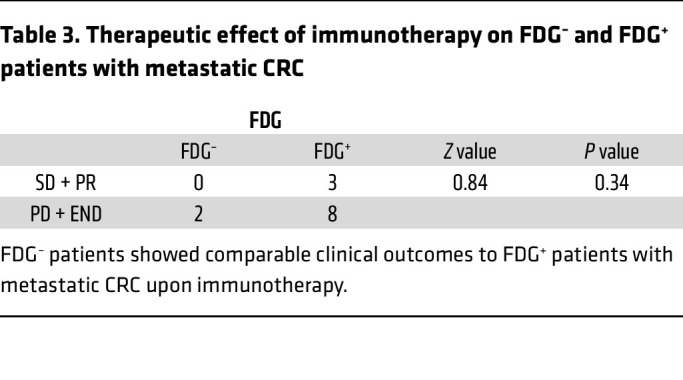
Therapeutic effect of immunotherapy on FDG^–^ and FDG^+^ patients with metastatic CRC

**Table 1:**
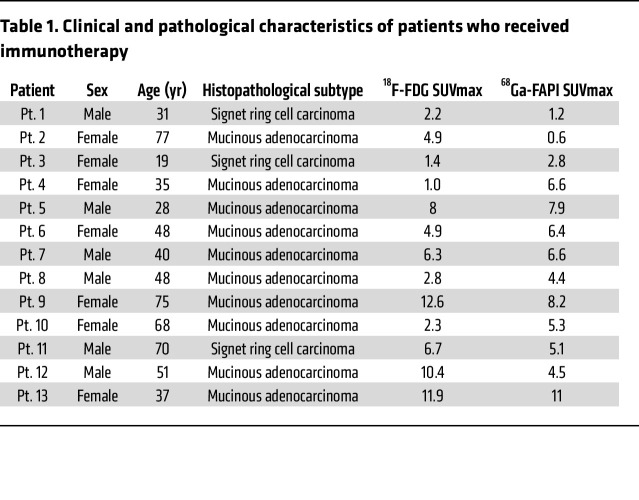
Clinical and pathological characteristics of patients who received immunotherapy

How the deposited data were processed for this re-analysis (not part of the article)

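Tumor RNA of 16 mice with MC38 liver metastasis was analysed, 4 mice in each of the control, SB525334, KN046 and combination groups. The authors trimmed the reads with Cutadapt, aligned them to GRCm39 with HISAT2 and counted them per gene with HTSeq. The settings for strand and for reads that align to several places are not named in the paper's text, so overlapping genes and close paralogs are uncertain. The authors deposited raw counts, and normalized values that are the raw counts divided by a DESeq2 size factor and rounded, which carry the unit of a score here. Checked on the deposited tables, 100.0% of the normalized values lay within 1 of that quotient. Of the 21959 genes listed, 21770 identifiers are in GENCODE M39, and 4057 had 0 counts in every mouse.

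The total count per mouse lay between 18368994 and 23877131. A gene with all counts of a group at or under 3 is given as a lower bound of its fold change, computed against 3 counts. These limits cover counting error only. The tests ran on the raw counts in R 4.3.3 with edgeR 4.0.16: TMM scaling, filterByExpr with a minimum count of 10, a quasi-likelihood fit over the 4 groups, and Benjamini-Hochberg adjustment with a threshold of 0.05. The comparisons were each treatment against control, the combination against KN046, and the interaction, which is whether the SB525334 effect differed with and without KN046. Enrichment used fgsea 1.28.0, and the Figure 8C lists were tested with fry from limma 3.58.1. The median log2 fold change of all genes moved by less than 0.1 between the scalings tried. Comparisons of SB525334 and the combination share the control mice. Across genes, which are not independent replicates, the log2 differences of those comparisons had a correlation of 0.928, against a mean of 0.500 in 10 simulated sets of unchanged groups that shared controls.

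The genes named were fixed by a rule: the 28 genes of Figure 8C, the genes of proteins that the study measured by IHC or flow cytometry, the drug targets Tgfbr1, Cd274 and Ctla4, the other granzyme list members, and for each treatment the 3 genes with the largest rise and the 3 with the largest fall. The last were drawn from genes with an adjusted p under 0.05, at least 1 CPM on average in the higher group and no overlap between the mice. Genes named outside the rule were chosen after their values were seen. Cell-type lists (hepatocyte, Kupffer, sinusoidal endothelial, endothelial, fibroblast, iCAF, myCAF, T cell, NK cell, B cell, macrophage, neutrophil, erythroid, proliferation and interferon-γ response) were scored per mouse as the mean of log2(CPM + 1) and compared by exact two-sided permutation tests, adjusted over 45 tests. A first run had counted more lists in that family, and no score passed 0.05 in either. Lists of splenic mesenchyme, splenic lymphoid and hepatic stellate genes were written after the counts had been seen.

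The alternatives were DESeq2 1.42.0, other filters on low counts, other scalings, the 8 mice of a comparison fitted alone, the replicate number as a block, a hepatocyte score as a covariate, the study's thresholds, limma on the deposited normalized values, other enrichment tests and each mouse left out in turn. Merging the similar control pairs, DESeq2 with the study's thresholds and leaving liver-restricted genes out of the TGF-β pathway list were added after the data had been seen. The spread used to compare list scores was the larger SD of the groups, a choice also made after values were seen. The pipeline was tested on simulated data with 200 of 13815 genes changed 4-fold: edgeR called 99% of them and DESeq2 99.5%, with 8 of 13585 unchanged genes called and 0 genes called in an unchanged contrast. Imaging, IHC and flow cytometry data were not analysed here, nor was Supplemental Figure 4F.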

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

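All tests of explanations below were chosen only after the result was seen, apart from that of GC content and gene length. Exact permutation tests against control count its mice as independent, so their p-values carry the limit of the similar control pairs. In each comparison with control, and between the combination and KN046, 1 of the 35 splits of the mice gave as many called genes, the real split, and for the interaction 1 of 100 drawn splits did. This holds for adjusted calls. By an unadjusted p under 0.05, other splits exceeded the real one with the combination against control (up to 3779 genes against 3093) and in the interaction (2886 against 2321). In the remaining comparisons the real split gave the most.

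In 12 of 292 groups of 4 mice, where chance would give 14.6, a single mouse lay far from the others. Such a number carries no pattern, and no explanation was tested. The list scores were examined first, and the named genes were added after those had been seen. The list scores were myCAF in SB525334 mouse 4 (3.21, others 2.99 to 3.00), endothelial in combination mouse 3 (3.13, others 3.39 to 3.41), erythroid in KN046 mouse 3 (4.98, others 3.01 to 3.27), interleukin signaling in KN046 mouse 1 (2.82, others 2.95) and T cell activation in KN046 mouse 4 (5.36, others 5.00 to 5.03). The genes, as log2(CPM + 1), were Ctla4 in SB525334 mouse 4 (1.17), Edil3 in control mouse 1 (1.18), Fcnb in combination mouse 4 (1.60), Gzmd in control mouse 1 (1.06), Il2rg in KN046 mouse 1 (3.94), Il6 in SB525334 mouse 3 (0.38) and Mfsd2a in SB525334 mouse 2 (0.85).

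The interaction, which asks whether the SB525334 effect differed with and without KN046, was past the threshold for 17 of the genes named (edgeR, adjusted p under 0.05). On the log2 scale the interaction was 3.70 for Gzmb (adjusted p = 0.00252), 3.10 for Cd8b1, 1.95 for Cd8a, 2.80 for Prf1, 2.12 for Cd274, 0.83 for H2-DMb1 (adjusted p = 0.0393) and -1.59 for Col14a1. The H2-DMb1 value was past the threshold under 5 of 9 alternatives and in 4 of the 16 fits that left out a mouse, and the others named here in all 16 of those fits. With the hepatocyte covariate, which was nearly fixed by the groups, all 17 lost their call. Gzmb, Cd8a, Cd8b1 and Prf1 were called below control with KN046 alone (log2 fold change -2.07, -1.42, -2.11 and -1.46), were lower without a call with SB525334 alone (-0.97, -0.48, -0.69 and -0.84), and were not called with the combination (0.66, 0.05, 0.30 and 0.50). For KN046 alone the paper reports a rise of CD8+ and CD4+ T cells within liver metastases. The Cd8a and Cd8b1 transcripts here went the other way. The paper's flow cytometry gives CD8+ T cells as a share of CD45+ cells, while the transcripts are levels in RNA of the whole sample. The directions therefore need not conflict. With KN046 the calls held in 1 of the 8 fits that left out a mouse for Gzmb, 1 for Prf1, 4 for Cd8a and 6 for Cd8b1, and Prf1 was past the threshold under 6 of 10 alternatives. Those KN046 calls were all lost with the control pairs merged, where 0 genes were called (1844 at an unadjusted p under 0.05), so they may rest on counting similar control mice as 4 independent ones. The lower Figure 8C T cell activation list with KN046 did not depend on this in limma's fry. Its adjusted p from fry was 0.0192 with the pairs merged, within 5.6e-04 to 0.0194 over the alternatives tested with fry. A general loss of leukocytes with KN046 is argued against as the whole cause, since the T cell score fell more than the macrophage score (difference -0.60, exact permutation test, p = 0.0286). That p-value also counts the similar control mice as 4 independent ones. The macrophage (-0.38), NK cell (-0.32) and neutrophil (-1.61) scores were lower too and the B cell score was higher (0.22), none past the threshold. A general loss besides that of T cells is therefore not excluded.

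The interaction was also large for the neutrophil genes Ms4a3 (10.23), Ngp (12.06), Ltf (11.97), Camp (11.30) and Fcnb (10.53). Some groups of these genes were at or under 3 counts, so the fitted sizes depend on the prior count. The combination level was carried largely by mouse 4, whose neutrophil score was 3.28 against 0.64 to 1.55 in the others, and Ngp, for example, had 20.8 ± 38.3 CPM (SD, n = 4). Without that mouse the interaction was 8.12 for Ms4a3, 8.38 for Ngp, 9.11 for Ltf, 7.88 for Camp and 7.27 for Fcnb, and each was still called. With each drug alone these genes were already low, for Ngp 0.201 CPM with SB525334 and 1.36 with KN046, against 57.4 in the control group. The sum of both falls lies below what the counts can show, which pushes the interaction upward. These calls therefore do not show that the SB525334 effect differed for the neutrophil genes. Less blood in the KN046 samples could lower these genes, but the neutrophil score fell by more than the erythroid score (difference -1.48, exact permutation test, p = 0.0286), which argues against blood as the whole cause. For the liver genes Cyp4a14 (-6.74), Elovl2 (-7.94), Ugt2b5 (-7.68) and Aadac (-6.77), and for Nr5a1 (8.31), the fitted size also depends on the prior count, and no explanation of the interaction itself was tested. Nr5a1 lost its call without control mouse 1 (interaction 5.52, adjusted p = 0.978, within 0.0155 to 0.978 over the 16 fits), and Cyp4a14 was past the threshold in 13 of the 16.

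The hepatocyte genes fell in both groups given SB525334, from 8173 ± 295.0 CPM for Alb in the control group to 536 ± 315 with SB525334 and 9.53 ± 1.88 with the combination (SD, n = 4 each). A bias of GC content or gene length is argued against: 1000 lists matched on both had a median log2 fold change of 0.038 with the combination. So is depth, since the median total count was 0.931 of that in control. Less adjacent liver tissue in the samples is consistent with 8 of the 9 Kupffer and sinusoidal endothelial genes tested being called lower with the combination. A smaller share of liver in the tumor samples, whether by treatment or by dissection, was not separated here.

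Genes of splenic mesenchyme, which the paper does not discuss, appeared with the combination. Against the limit of 3 counts, Nkx2-5 was at least 5.32-fold, Tlx1 at least 8.54-fold, Nr5a1 at least 15.5-fold and Coch at least 25.7-fold higher than in control, and Nkx2-3 had a log2 fold change of 4.60. Nkx2-5 and Nkx2-3 were singled out after their values were seen. The summed count of Nkx2-5, Tlx1, Nr5a1 and Nkx2-3 was at least 96 in each combination mouse and at most 3 in the others, except 12 in control mouse 1. Unaltered spleen tissue is argued against as the whole source, since the summed lymphoid level varied 24.3-fold among the combination mice and the mesenchyme level 1.63-fold. A candidate explanation is stroma of splenic in place of hepatic origin: hepatic stellate genes had a median log2 change of -3.64 with the combination, with genes at the limit taken at their bound, and 9 of 10 tested were called lower. The exception, Ecm1, was by far the most abundant of them and did not fall, with 16409 to 17668 counts per mouse in the control group and 16223 to 18360 with the combination. That list was written after the counts were seen, Wt1 and Tcf21 did not rise, and the stellate genes also fell with SB525334 (median -1.28, 4 called) but not with KN046 (median 0.55, 0 called), so it stays open. The study injected the cells into the spleen, and a tumor site that differed between groups would be confounded with treatment.

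Outside the genes the paper discusses, Cidec (log2 fold change 3.23), Cyp4a14 (3.31) and Mfsd2a (2.51) rose with KN046, and Cbr2 (1.40), Edil3 (1.28) and Nxpe5 (1.09) with SB525334. The KN046 rises varied widely between mice, with 5.13 ± 6.11 CPM for Cidec, 54.8 ± 51.8 for Cyp4a14 and 27.0 ± 21.7 for Mfsd2a (SD, n = 4). Leaving out the mouse that mattered most lowered the log2 fold change to 1.94, 2.49 and 1.90, and the calls held in 2, 3 and 3 of 8 such fits. Those of Cbr2, Edil3 and Nxpe5 held in 8, 3 and 2. The KN046 calls were lost with the control pairs merged, with adjusted p of 0.276, 0.197 and 0.216 against lowest values of 0.00212, 0.0119 and 0.0126 over 10 alternatives. Edil3 and Nxpe5 lost theirs there too (adjusted p = 0.126 and 0.237), with ranges from 0.00713 to 0.869 and from 0.0134 to 0.482, and Nxpe5 was past the threshold under 4 of 10 alternatives. Cbr2 was past it under 9 of 10, with the control pairs merged among them. No explanation was tested.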

How the results depend on the processing

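Merging the control pairs, DESeq2 with the study's thresholds and the list without liver-restricted genes were chosen only after the data had been seen, and the other alternatives were set in advance. For the named genes, 1088 alternative values over 94 results were computed, 17 of them interactions: 949 kept their direction and their side of the threshold, 102 kept the direction and lost the call, 10 gained one and 27 reversed. Merging the control pairs took the call from 19 of the 94. DESeq2 gave no adjusted p for 9 of the results, and 85 were compared. The interactions of single genes, the Figure 8C medians with KN046 and those of the immune lists with SB525334 were added to the comparison after their values had been seen. Where no cause is named, the cause was not tested.

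The counts of called genes depended on the threshold by construction: by the study's thresholds 1682 genes were called between the combination and KN046 and 1117 in the interaction (1671 and 1110 with DESeq2), and with a fold change over 2 as well, 1484 between the combination and KN046 and 200 with KN046 against control. The KN046 count, 559, moved to 255 without TMM scaling, 75 with the 8 mice fitted alone, 1265 with DESeq2 and 0 with the control pairs merged, where 1844 genes had an unadjusted p under 0.05. With the 8 mice fitted alone, 1855 genes were called between the combination and KN046, the granzyme NES with KN046 was -1.74 (adjusted p = 0.0246), the Figure 8C granzyme median with KN046 reversed to -0.99 with a call (adjusted p = 0.0216, within 0.0216 to 0.995), and the interleukin median with SB525334 reversed to -0.12. The interleukin median also reversed with the control pairs merged (-0.12 with SB525334, 0.10 with KN046), without a low-count filter (-0.12 and 0.10) and, with SB525334, at a mean of at least 1 CPM (-0.13), none with a call. The interaction count was 951 with DESeq2 and 298 with the control pairs merged, and with that merging the myCAF median with SB525334, -0.76, lost its call (adjusted p = 0.0549). So did the myCAF median with KN046, -0.42 (adjusted p = 0.147), which DESeq2's size factors also left without a call (-0.40, adjusted p = 0.0531), within a range from 0.00876 to 0.155.

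Leaving out each mouse in turn gave from 21 (without KN046 mouse 1) to 2096 genes (without KN046 mouse 2) with KN046, and from 377 (without combination mouse 4) to 944 (without KN046 mouse 2) in the interaction. The response list NES with KN046 ranged from -0.984 to 1.40, the granzyme NES with KN046 from -1.79 to -1.25, with the call made without KN046 mouse 1 (adjusted p = 0.0181), the T cell activation median with the combination from 0.18 to 0.34, and the myCAF median with KN046 from -0.53 (without KN046 mouse 3) to -0.38 (without control mouse 3), with the call kept in 2 of 8 fits. The T cell activation median with KN046 kept its call in all 8 and under every alternative tested with fry. Before adjustment, camera gave p = 0.00162 for that list with a preset and 0.0311 with an estimated correlation. These camera values were not adjusted over the lists, so they do not show whether the call held under camera. Figure 8C lists without a call changed sign: granzymes ranged from -0.72 (without SB525334 mouse 1) to 0.42 with SB525334 and from -0.44 (without KN046 mouse 1) to 0.77 with KN046, and interleukin signaling from -0.22 to 0.23 and from -0.23 to 0.16. Some list scores, none of them past the threshold, changed sign: with SB525334, macrophage ranged from -0.018 to 0.16 and proliferation from -0.075 to 0.0033; with KN046, fibroblast from -0.014 to 0.13, myCAF from -0.18 to 0.039, endothelial from -0.0069 to 0.34 and erythroid from -0.60 to 0.059; with the combination, fibroblast from -0.13 to 0.10, NK cell from -0.056 to 0.094, erythroid from -0.95 to 0.23 and interferon-γ response from -0.10 to 0.28. Genes without a call did so too: with the combination, Gzmm from -0.19 to 0.14, Cd274 from -0.28 to 0.16, Cd8a from -0.15 to 0.25, Cd4 from -0.0090 to 0.61 and Ctla4 from -0.16 to 0.36, and with SB525334, Tgfbr1 from -0.014 to 0.13.

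The hepatocyte score as a covariate was nearly fixed by the groups (r2 = 0.977), so it leaves little to test by construction. It left 0 called genes with SB525334 (1214 at an unadjusted p under 0.05), 1 with the combination, 1 between the combination and KN046 and 15 in the interaction. The pathway NES became -1.61 with SB525334 and -1.67 with the combination, the response NES -1.55 with the combination, and the granzyme NES -1.72 with SB525334, -1.68 with KN046 and -1.72 with the combination, the last reversed. The Figure 8C granzyme median with SB525334 reversed to -2.16. With the combination, the iCAF median was -1.61 and the interleukin median 1.24, both without a call, and the Figure 8C granzyme median (-1.90) and T cell activation median (-0.22) reversed. So did Gzmb (-2.23), Gzmf (-1.56), Gzmg (-0.44), Gzmc (-3.35), Gzmd (-3.58), Il7r (-4.09), Cd8a (-0.22), Cd8b1 (-0.98), H2-DMb1 (-0.77), Lgals3 (-2.46), Pdgfra (-1.20), Prf1 (-4.30), Gzma (0.43), Tgfbr1 (-0.44) and Ctla4 (-9.21) with the combination, and Pdgfra (-0.26), Postn (0.078) and Tgfbr1 (-0.20) with SB525334.

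Among enrichment tests, ranking by log2 fold change reversed the pathway NES with KN046 to -0.951. Before adjustment, limma's fry rotation test gave 6.6e-04 and 2.7e-05 for the pathway list with SB525334 and the combination, both called after it, 0.776 and a reversed direction for the response list with KN046, and 0.0201 for the granzyme list with the combination, not called after it. Before adjustment, camera gave 0.00720 with preset and 0.210 with estimated correlation for the last, and a mean of at least 1 CPM, which leaves fewer genes, gave an NES of 1.73, none of them called.

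The replicate numbers did not pair the mice: deviations of same-numbered mice had correlations across genes from -0.512 to 0.561 (median 0.0878, 24 pairs), against a median of -0.0335 in 72 other pairs. With the replicate block the response NES with KN046 was -0.733, Cd8a -0.0093 and Ctla4 -0.0060 with the combination, all reversed, and the T cell activation median, 0.25, was called. With the combination, limma reversed Cd8a (-0.044), and a pseudocount of 0.1 reversed the NK cell score (-0.040).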

Differences from the paper's values

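Figure 8, A and B, prints false discovery rates beside each curve. The paper's gene lists and ranking are not in its text, so these rates and the adjusted p here may not measure the same thing. Some alternatives below are adjusted p-values of fry or camera, not of a ranked test. For the TGF-β list the paper's value with SB525334 is about 0.25 in Fig. 8A, read by eye, and here the adjusted p from fgsea was 0.659. With the combination the paper's value is about 0.068 in Fig. 8A, and here it was 0.287. None of the 19 alternatives set before the data were examined came within the margin of the paper's value in either comparison, with adjusted p from 0.00295 to 0.960 and from 2.5e-04 to 0.840. For the granzyme list the paper's value with the combination is about 0.006 in Fig. 8B and here it was 0.00147, and none of the 19 alternatives came within the margin (1.0e-04 to 0.840). With KN046 the paper's value is about 1 in Fig. 8B and here it was 0.198, and camera with an estimated correlation came within the margin at 0.840, while the other 18 did not (0.0181 at the lowest). With SB525334 the paper's value is about 1 in Fig. 8B and here it was 0.661. Of the alternatives, 7 came within the margin: ranking by log2 fold change (0.77), camera with preset correlation (0.761) or with estimated correlation (0.960), the replicate block (0.679), and the fits without control mouse 1 (0.739), SB525334 mouse 2 (0.846) and SB525334 mouse 3 (0.708). The other 12 did not (0.0205 at the lowest). Figure 8, A and B, prints every NES as positive, while its curves fall where the text speaks of lower expression, so sizes were compared. With KN046 the granzyme size was 1.54 here against about 1.1, and the TGF-β size 0.943 against about 0.77. With the combination they were 2.10 against about 2.0 and 1.29 against about 1.3. All sizes lay within the margin used. Of 16 alternatives each, 3 for granzymes with KN046, 2 for granzymes with SB525334 and 1 for TGF-β with KN046 did not.

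The paper states that TGF-β signaling was significantly lower with SB525334 and with the combination. It also reports lower phosphorylated SMAD protein with both, which was not analysed here. The false discovery rates read by eye from Fig. 8A were themselves over 0.05 in both comparisons, and here neither list passed 0.05 in the ranked test. The pathway list did so under the fry rotation test (adjusted p = 0.00295 and 2.5e-04) and with the hepatocyte covariate (adjusted p = 0.0205 in both comparisons), and with that covariate the response list did so with the combination (adjusted p = 0.0449).

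The paper describes the genes of Figure 8C as significantly altered. By the study's thresholds, which use an unadjusted p, 14 of the 27 genes tested passed in edgeR with the combination, and 18 had an unadjusted p under 0.05. In edgeR with adjustment over all genes, Gzmb, Acta2, Sparcl1 and the interleukin signaling and T cell activation genes tested were not called with the combination. Acta2 was called by DESeq2 (adjusted p = 0.0225), with the 8 mice fitted alone (0.0430) and in 1 of 8 fits that left out a mouse (0.0485), within a range up to 0.983. Sparcl1 was called with the 8 mice fitted alone (adjusted p = 0.00271, range up to 0.552). Pik3r2 was called without TMM scaling (adjusted p = 0.0136), by DESeq2 (0.0304) and in 2 of 8 fits that left out a mouse (0.00653 at the lowest), within a range up to 0.855. H3c10 was called by limma on the normalized values (adjusted p = 0.0473, range up to 0.841), and by the study's thresholds. As a list, the T cell activation genes passed with the replicate block (adjusted p = 0.0252) and without combination mouse 3 (0.0316), within a range up to 0.628. Of the CAF genes with SB525334, Col14a1 (adjusted p = 0.0635), Acta2 (0.347), Cthrc1 (0.335) and Cxcl14 (0.266) were not called. Col14a1 was called by DESeq2 (0.0311) and with the 8 mice fitted alone (0.00258), within a range up to 0.719.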

Other observations

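The tests of explanations in this part were chosen only after the result was seen.

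The enrichment results were set against other splits of the same mice. With the combination, 1 of 35 splits, the real one, gave a granzyme NES as large, against 25 with SB525334 and 18 with KN046. For the TGF-β pathway list, 9 splits with SB525334, 26 with KN046 and 7 with the combination gave an NES as large, and for the response list 28, 31 and 22. For the Figure 8C medians with KN046, 13 splits gave a result as large for iCAF, 4 for myCAF, 27 for granzymes, 4 for interleukin signaling and 1, the real one, for T cell activation. With SB525334 it was 31 splits for granzymes, 25 for interleukin signaling and 18 for T cell activation. Only the real split was as large for iCAF and myCAF with SB525334 and for iCAF, myCAF, granzymes and interleukin signaling with the combination, and 6 splits were for T cell activation with the combination. The median log2 fold change of the Figure 8C lists not given elsewhere was 0.12 for granzymes, 0.06 for interleukin signaling and -0.09 for T cell activation with SB525334, and 0.33 for granzymes and -0.13 for interleukin signaling with KN046, none past the threshold (adjusted p from 0.342 to 0.674 in limma's fry).

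The pathway list was lower in the rotation test, but without Hjv, Inhbc, Inhbe and Fst the adjusted p from limma's fry was 0.122 with SB525334 and 0.0605 with the combination. Before adjustment the test gave 0.0480 and 0.00673, and the adjusted values were taken to decide only after these had been seen. A loss of liver-restricted transcripts may therefore account for part of that result. It cannot be told apart from lower signaling here, because these genes were picked from the end of the ranking that made the pattern.

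The lower Figure 8C iCAF genes may come from fewer fibroblasts, but the fibroblast list had a median log2 fold change of 0.21 with the combination, with 11 of 14 genes positive and 2 called lower, the lowest being Lum at -2.34, which argues against fewer fibroblasts as the whole cause. Of the list, 7 genes are also in another list or in Figure 8C. A smaller share of liver cannot be told apart from an effect on the CAFs. If each iCAF gene with SB525334 were a mix of its control and combination levels in the proportion given by the hepatocyte genes, the observed level would differ from the mix by a median of 0.18 on the log2 scale, with all 6 genes within 2-fold (-0.61 to 0.90). The mix takes the combination as its end, so it cannot separate these.

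The higher granzymes with the combination are not matched by the T cell genes, whose score differed from control by 0.18 (exact permutation test, p = 0.457), while the score of the 11 granzyme pathway genes rose by 0.51 more than the T cell score (exact permutation test, p = 0.0286), so more T cells are argued against as the whole cause. For the 6 granzymes of Figure 8C, which the study picked on these libraries, the difference was 1.15. The summed level of Gzmc to Gzmg rose by 2.78 on the log2 scale (exact permutation test, p = 0.0286). Reads moved among these paralogs are therefore argued against as the source of the rise in their total. The sum cannot show which of them rose, since reads of any of them could be counted on the others. A different tumor site in the combination group, with at least 96 splenic mesenchyme counts in each mouse, could also bring other killer cells, and the design does not separate it from treatment.

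Control mice 1 and 2 and mice 3 and 4 are alike to a degree that no other group showed. A library deposited in duplicate is argued against by the 18.1% of genes past the 95% point of chi-square between mice 3 and 4. Samples of a shared tumor or a shared cage cannot be told apart: the median chi-square between the pairs was at least 6.92 times that within them. With each pair as 1 sample, the number of genes called with KN046 was 0 (1844 at an unadjusted p under 0.05).

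The cell-type scores were compared over 45 tests, and none passed after adjustment (smallest adjusted p = 0.0643, at the smallest exact permutation p). The differences on the log2 scale with SB525334, KN046 and the combination were -3.74, -0.31 and -8.28 for hepatocyte, -3.19, -0.56 and -4.36 for Kupffer, -2.33, 0.31 and -2.59 for sinusoidal endothelial, -0.94, 0.17 and -0.68 for endothelial, 0.16, 0.041 and -0.037 for fibroblast, -0.65, -0.13 and -0.80 for iCAF, and -0.30, -0.080 and -0.39 for myCAF genes. For immune lists they were -0.43, -0.97 and 0.18 for T cell, -0.13, -0.32 and 0.025 for NK cell, -0.28, 0.22 and 0.96 for B cell, 0.088, -0.38 and 0.12 for macrophage, -2.24, -1.61 and -1.51 for neutrophil, and -0.62, -1.27 and 0.063 for interferon-γ response. Erythroid genes differed by -1.98, -0.13 and -0.49, and proliferation genes by -0.038, 0.12 and -0.13.

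For proteins that the study measured by IHC or flow cytometry, the transcripts were as follows. Postn fell with the combination (log2 fold change -0.99, adjusted p = 0.0144 from edgeR) and not with SB525334 (-0.16). The call with the combination was lost with the control pairs merged (adjusted p = 0.0797), and 8 of 10 alternatives were past the threshold, with adjusted p from 0.00184 to 0.950. Fap, the target of the tracer, had a log2 fold change of 0.62 with SB525334 and 1.01 with the combination, neither called (adjusted p = 0.538 and 0.199). Il6 was not called with either (-1.48 and 0.44). Cd4 had 0.33 with the combination (adjusted p = 0.707). Of the drug targets, Cd274 fell with SB525334 (-1.26, adjusted p = 0.00681). Ifng and Tagln had too few counts to be tested.

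Tagln, which encodes transgelin, had 0 to 8 counts per mouse. Of its exon bases in GENCODE M39, 66.7% overlap exons of Gm48529 or Pcsk7, and counting could have dropped reads there. Whether it did cannot be told apart from low expression, because the counting settings are not in the paper's text. For Acta2 the overlap was 9.33%, with Stambpl1.

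Only 2 counts fell on Y-linked genes over the 16 mice, though 169 such genes are listed, so a reference without chromosome Y is argued against, while X-linked Ddx3x had 8364 to 13204 counts. In all 16 mice Ddx3y, Kdm5d and Uty had 0 counts and Eif2s3y at most 1. Control samples held host liver RNA (Alb 8173 ± 295 CPM, SD), so these values argue against male host tissue in them. The paper states that male mice were used, and the cause of this difference was not tested. The sex of the tumor cells was not analysed here.

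Between SB525334 and the combination, 1096 genes were called lower in both.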
